# Induction of mitochondrial dysfunction as a strategy for targeting tumour cells in metabolically compromised microenvironments

**DOI:** 10.1038/ncomms4295

**Published:** 2014-02-18

**Authors:** Xiaonan Zhang, Mårten Fryknäs, Emma Hernlund, Walid Fayad, Angelo De Milito, Maria Hägg Olofsson, Vladimir Gogvadze, Long Dang, Sven Påhlman, Leoni A. Kunz Schughart, Linda Rickardson, Padraig D′Arcy, Joachim Gullbo, Peter Nygren, Rolf Larsson, Stig Linder

## Abstract

Abnormal vascularization of solid tumours results in the development of microenvironments deprived of oxygen and nutrients that harbour slowly growing and metabolically stressed cells. Such cells display enhanced resistance to standard chemotherapeutic agents and repopulate tumours after therapy. Here we identify the small molecule VLX600 as a drug that is preferentially active against quiescent cells in colon cancer 3-D microtissues. The anticancer activity is associated with reduced mitochondrial respiration, leading to bioenergetic catastrophe and tumour cell death. VLX600 shows enhanced cytotoxic activity under conditions of nutrient starvation. Importantly, VLX600 displays tumour growth inhibition *in vivo*. Our findings suggest that tumour cells in metabolically compromised microenvironments have a limited ability to respond to decreased mitochondrial function, and suggest a strategy for targeting the quiescent populations of tumour cells for improved cancer treatment.

## Abstract (web summary)

Quiescent sub-populations of cells in tumours are resistant to traditional chemotherapeutics and are responsible for tumour recurrence. Here, Zhang *et al*. identify a compound that kills quiescent tumour cells in solid tumour tissue by inducing mitochondrial dysfunction.

A fundamental problem in cancer drug discovery is to identify compounds that eliminate dormant malignant cells responsible for tumour relapse. Abnormal vascularization of solid tumours leads to the generation of tissue microenvironments that are chronically starved of oxygen and nutrients^1^,^2^. Cells residing in such environments are slowly growing or quiescent and display altered phenotypic characteristics when compared with cells located in more vascularized regions^3^,^4^,^5^. Such non-dividing cells are often resistant to mainstay standard chemotherapies that rely on DNA replication and cell division to elicit their antitumour effect^6^. The altered phenotype of quiescent cells enables them to survive chemotherapeutic regimes and reseed nascent tumours following secession of chemotherapy^7^. Indeed, resistance to agents such as doxorubicin, cisplatin and vinblastine has been correlated with poor vasculature, tumour relapse and poor patient survival^8^. Thus, there is a need to alter the scope of cancer drug discovery and focus more on screening for agents that can exploit the altered phenotype of quiescent metabolically stressed cells to eliminate tumours.

Cell-based screening for novel anticancer drugs is typically performed using monolayer cultures of tumour cells^9^; however, such monolayer cultures do not represent the characteristics of three-dimension (3-D) solid tumours, frequently leading to the failure of subsequent *in vivo* models. The multicellular tumour spheroid model is of intermediate complexity between *in vivo* tumours and *in vitro* monolayer cultures and is more suitable for drug screening and evaluation^10^. Spheroids are known to be more resistant to drug effects compared with monolayer cultures^11^. Resistance is not only due to pharmacokinetic obstacles limiting drug penetrance to inner layers but also due to multicellular interactions leading to altered expression of genes and proteins regulating drug response^10^,^12^,^13^. An additional benefit of growing cells three-dimensionally is the opportunity to explore the core regions’ potential vulnerability related to hypoxia and nutrient deficiency and to reflect the heterogenous milieu in tumour microregions. Poorly vascularized and perfused tumour microareas in many aggressive cancers have limited access not only to oxygen but also to glucose^14^,^15^. Core regions are also associated with acidic pH (Acker *et al*.^16^) since these tumour cells change their metabolism towards increased glycolysis, resulting in increased lactic acid production.

Here we employ spheroid cultures of HCT116 colon cancer cells to screen a diverse chemical library with the aim to find compounds with cytotoxic activity in core, hypoxic, regions. The screen identified a compound (VLX600) demonstrating anticancer activity with a large therapeutic window both *in vitro* and *in vivo.* We characterize the mechanism of action and potential of VLX600 as anticancer therapy. Our findings show that VLX600 decreases mitochondrial oxidative phosphorylation (OXPHOS), and suggests that tumour cells in metabolically compromised microenvironments are unable to respond to decreased mitochondrial function.

## Results

### VLX600 reduces multicellular spheroid viability

To identify compounds that are active against quiescent tumour cell populations, HCT116 colon carcinoma multicellular spheroids (MCS) were used as targets for a 10,000 compound drug screen as described^17^. As shown in Fig. 1a, HCT116 cells grown as MCS consist of a peripheral region of cells expressing the proliferation marker Ki67 encapsulating a non-proliferating quiescent core expressing high levels of the cyclin-dependent kinase inhibitor p27^Kip1^. Comparison of Gene Set Enrichment Analysis (GSEA) of microarray data^18^ between HCT116 cells grown as monolayers and MCS showed upregulation of genes associated with hypoxia and glycolysis concomitant with downregulation of mitosis-associated genes (Supplementary Fig. 1a). Hypoxia was confirmed by staining for pimonidazole adducts (Fig. 1a). Cells in MCS core regions stained positively for BiP/Grp78 (Fig. 1a), an endoplasmic reticulum (ER) chaperone. Two other markers of ER stress were observed in MCS, eIF2-α phosphorylation and caspase-4 activation (Supplementary Fig. 1b). Similar to solid tumour tissue^15^,^19^,^20^, and consistent with previous reports^21^,^22^, MCS contain decreased levels of glucose per cell (Supplementary Fig. 1c). Furthermore, glucose was found to be an essential nutrient for MCS viability since decreasing glucose concentrations in the culture medium resulted in death of cells in inner areas (Supplementary Fig. 1d). We conclude that HCT116 colon carcinoma MCS contain populations of quiescent and stressed cells known to be resistant to various forms of cancer therapy^23^,^24^,^25^. Furthermore, our data show that glucose is necessary for core cell viability and that glucose diffusion is limited in MCS.

Spheroids were exposed to drugs for 6 h and reduction of viability was determined after an additional 72 h incubation in a drug-free medium. VLX600 (ChemBridge cpd 5625138; ChemBridge, San Diego, CA; Fig. 1b) was the most active of ~10,000 compounds screened (for details on the screen, see Supplementary Fig. 1e). VLX600 exposure (6 μM) resulted in the appearance of central necrotic areas (‘N’) after 72–96 h and modest induction of active caspase-3 in stained sections (Fig. 1c). Importantly, exposure of MCS to VLX600 resulted in a strong decrease in clonogenicity of dispersed cells (Fig. 1d).

VLX600 inhibited the proliferation of HCT116 (Fig. 1e), five additional human colon carcinoma cell lines and two mouse cell lines (Supplementary Fig. 1f) in monolayer culture over 72 h. A sub-population of the cells was partially resistant to the compound. A significant difference in the sensitivities to VLX600 (IC_50_ values) between colon cancer and immortalized cells was observed (Fig. 1e,f). We also examined the response of HCT116 colon cancer cells and immortalized human telomerase reverse transcriptase-retinal pigment epithelial 1 (hTERT-RPE1) cells to VLX600 over time. HCT116 cells were growth arrested at 48 h, followed by a decrease in cell numbers indicating cell death (Fig. 1g, Supplementary Fig. 1g). Cell death showed features of apoptosis (Supplementary Fig. 1h–k); however, overall survival was not affected by caspase inhibitors (Supplementary Fig. 1l), suggesting an apoptotic independent mechanism of cell death. In contrast to the cancer cell lines, immortalized epithelial hTERT-RPE1 cells became growth arrested in the absence of detectable cytotoxicity (Fig. 1h; Supplementary Fig. 1g). Furthermore, when non-proliferating, confluent hTERT-RPE1 cells were exposed to VLX600, no loss of cell viability was observed (Fig. 1i). These results suggest that VLX600 displays selective cytotoxic activity against malignant cells.

We also examined the ability of VLX600 to inhibit the proliferation of primary cultures of patient colorectal cancer cells *ex vivo* (*n*=22; Fig. 1j). Interestingly, the VLX600 concentrations required to reduce cell survival of *ex vivo* patient cells was significantly below those achievable in rodent plasma following intravenous injection (see below), suggesting the possibility of achieving clinical relevant drug exposure.

### Induction of hypoxic and glycolytic responses by VLX600

HCT116 MCS were exposed to VLX600 or vehicle for 6 h followed by microarray-based gene expression analysis. 

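HCT116 is a human colon carcinoma cell line, and HCT116 HIF-1α-/- is a derivative of it in which the gene for the transcription factor HIF-1α is disrupted. Both were grown as MCS and exposed to 6 μM VLX600 for 6 h. The results text calls the controls vehicle, and the reagents section states that control wells received solvent, whereas the microarray methods and the sample labels call the controls untreated. Total RNA was hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, 1 for each of the 4 conditions, so that no difference between conditions could be checked against replicates and the number of arrays limits the precision. HIF1A, the gene of HIF-1α, had a signal of 12030 units in HCT116 control MCS and 6620 units with VLX600. In HCT116 HIF-1α-/- MCS it had 2650 units in the control and 4039 units with VLX600. Between the controls this is a log2 ratio of −2.18, from 1 probe set whose place relative to the disruption the sources used here do not state. The authors processed the arrays with MAS5, and the deposited values are signals on a linear scale with a trimmed mean of 500.1 units on every array. Between 27.0% and 28.2% of the probe sets were over 300 units, the limit named in the methods, and between 57.2% and 59.5% were at or under 100 units. Signals under 100 units were set to 100, and log2 ratios of VLX600 to control were taken within each line. A gene was represented by the probe set with the highest mean signal, and the 9274 genes over 300 units on at least 1 array were kept; present calls were not used here. The 3′ to 5′ signal ratio of GAPDH, a measure of RNA integrity, was 0.908 and 0.911 in HCT116 MCS and 1.09 and 1.07 in HCT116 HIF-1α-/- MCS, without and with VLX600. With VLX600, 25 genes were at least 2-fold higher and 56 at least 2-fold lower in HCT116 MCS, and 226 were higher and 223 lower in HCT116 HIF-1α-/- MCS. Between the controls, 355 genes were at least 2-fold higher and 227 lower in HCT116 HIF-1α-/- MCS. In both lines 21 genes were at least 2-fold lower with VLX600, where independent lists would share 1.35. Those at least 2-fold higher in both lines were ANGPTL4, CCNE2 and PTGS2, where independent lists would share 0.609; PTGS2, which encodes cyclooxygenase-2, was named after its values were seen and has 1 array at the floor. As a measure of technical error alone, the SD of log2 ratios among probe sets of the same gene was 0.23 in HCT116 MCS and 0.31 in HCT116 HIF-1α-/- MCS. With over 300 units required on all 4 arrays, 30 genes were lower in HCT116 MCS, and 131 were higher and 111 lower in HCT116 HIF-1α-/- MCS. With every probe set counted on its own, the counts were 65 higher and 104 lower in HCT116 MCS and 387 higher and 350 lower in HCT116 HIF-1α-/- MCS.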

GSEA of genes induced by VLX600 showed a strong positive correlation to genes associated with hypoxia, glycolysis and genes regulated by p53, and a negative correlation to genes associated with mitosis (Fig. 2a). 

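Genes known to be induced by hypoxia were higher as a group in HCT116 MCS with VLX600. The most increased of them were CXCR4, the receptor of the chemokine CXCL12, INSIG2, which holds the regulators of sterol synthesis in the endoplasmic reticulum, ANGPTL4, a secreted inhibitor of lipoprotein lipase, and EGLN3, a prolyl hydroxylase that marks HIF-α for degradation. The enzymes of glycolysis were higher by less, led by the hexokinases HK2 and HK1, the phosphofructokinase PFKP and the enolase ENO2. The genes of glucose transport and of the control of glycolysis, among them PFKFB4, PDK1 and the glucose transporters SLC2A1 and SLC2A3, were also higher. Of 44 hypoxia targets that are not glycolysis genes, listed like the other groups before the data were examined, 38 were measured. Of these, 36 had a log2 ratio above 0, and 33 were above 0.47, which is 2 SD of the technical error, with none as far below 0. Their median log2 ratio was 0.76, or 1.69-fold, at percentile 100.0 of 10000 random gene lists matched on signal. The log2 ratio was 1.56 for CXCR4, 1.39 for INSIG2, 1.32 for ANGPTL4 and 1.07 for EGLN3. BNIP3, which encodes a mitophagy receptor, had a log2 ratio of 0.82. The ratio of CXCR4 depends on the probe set, and the mean over all its probe sets was 0.99. Of 23 enzymes of glycolysis, 21 were measured; 16 were above 0, 6 were above the same limit, and the median was 0.23, or 1.17-fold, at percentile 99.98. The log2 ratio was 1.34 for HK2, 0.84 for PFKP, 0.75 for ENO2 and 0.57 for HK1. The enzymes below the limit, named after their values were seen, were the pyruvate kinase PKM at −0.49 and the muscle enolase ENO3 at −0.56. The value of ENO3 is only a bound since 1 of its arrays is at the floor. PKM was read at 1803 units in the control and 1280 units with VLX600. Whether its probe set stands for its main transcript was not tested. Of 13 genes of glucose transport and of the control of glycolysis, 8 were measured, 7 were above 0 and 5 were above the limit, with a median of 0.64. PFKFB4, whose enzyme makes the activator of phosphofructokinase, had a log2 ratio of 1.95, PDK1, whose kinase inhibits pyruvate dehydrogenase, 0.91, SLC2A3 0.87 and SLC2A1 0.77. The median of the glycolysis enzymes was 0.12 after quantile normalization and 0.51 without probe sets that may bind several transcripts. Some of these enzymes were very bright, with 45804 units for LDHA and 41780 units for GAPDH in the HCT116 control. Whether ratios are compressed at such signals was not tested, so the smaller median of the enzymes need not be a weaker response. The 3′ to 5′ signal ratio of ACTB was 3.90 in the HCT116 control and 5.17 with VLX600, whereas that of GAPDH differed by less than 1%.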

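Genes that p53 activates were higher as a group in HCT116 MCS with VLX600, with the growth factor gene GDF15, the autophagy regulator TP53INP1, the stress sensor SESN1 and the phosphatase PPM1D the most increased. Genes of mitosis were lower. Of the mitosis genes listed, the largest decreases were for the transcriptional repressor DEPDC1, the spindle proteins DLGAP5 and KIF20A, and the kinetochore protein CENPF. Genes of DNA replication had no common direction. Of 40 targets of p53, 35 were measured, 31 had a log2 ratio above 0 and 14 were above the technical limit, and their median was 0.36. The log2 ratio was 1.51 for GDF15, 0.94 for TP53INP1, 0.90 for SESN1 and 0.88 for PPM1D. AEN, an exonuclease gene named after its value was seen, was the only p53 target below the limit, at −0.54. Of 73 genes of mitosis, 70 were measured, 69 were below 0, 52 were below the limit and 24 were at least 2-fold lower. Their median log2 ratio was −0.74, or 1.67-fold lower, at percentile 0.0 of the random lists. DEPDC1 had a log2 ratio of −1.91, DLGAP5 of −1.77, KIF20A of −1.72 and CENPF of −1.67, and MKI67, which encodes the proliferation marker Ki67, of −0.57. FBXO5, an inhibitor of the anaphase-promoting complex named after its value was seen, was the only member above 0, at 0.22. Of 50 genes of DNA replication, 47 were measured and 28 were above 0; beyond the limit were CCNE2, the gene of cyclin E2, at 1.12 and POLE2, a subunit of DNA polymerase epsilon, at −0.55. The median of the replication genes was 0.06, and it was −0.02 when the probe sets of a gene were averaged.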

Consistent with the induction of a hypoxic gene signature, expression of the hypoxia-inducible factor (HIF)-1α transcription factor was upregulated by VLX600 in monolayer cells (Fig. 2b) at the promoter level (Supplementary Fig. 2a). HIF-1α was induced in the outer layers of MCS but not in the inner core cells (Fig. 2c). Since VLX600 affected the viability (Fig. 1c) and the phenotype of cells in the MCS core areas, the lack of HIF-1α induction in core areas is unlikely to be due to limited penetration of the drug. Rather, the absence of HIF-1α induction may be explained by HIF-1α not being stabilized under conditions of low glucose availability^26^. 

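In HCT116 HIF-1α-/- MCS, the hypoxia targets were not higher as a group with VLX600. INSIG2, EGLN3 and BNIP3 had values close to those of the control, and CXCR4 was lower, whereas ANGPTL4 was higher as in HCT116 MCS. The enzymes of glycolysis, HK2 and PFKP among them, showed no common direction either. Before any drug, the hypoxia targets were already lower in HCT116 HIF-1α-/- MCS than in HCT116 MCS. Of the 38 hypoxia targets, 16 had a log2 ratio above 0, and the median was −0.10, at percentile 9.73 of random lists. The log2 ratio was −0.18 for INSIG2, −0.15 for EGLN3, −0.30 for BNIP3, −0.89 for CXCR4 and 1.12 for ANGPTL4. The targets above 0.62, which is 2 SD of the technical error in this line, were ANGPTL4, the ubiquitin ligase gene WSB1 at 1.15 and the glycogen synthase gene GYS1 at 0.97, and those as far below 0 were CXCR4 and the transcription factor gene ZNF395 at −0.81; WSB1, GYS1 and ZNF395 were named after their values were seen. Averaged over its probe sets, CXCR4 had a log2 ratio of −0.28. Of the 21 enzymes of glycolysis, 10 were above 0 and none was above the limit, with a median of −0.02, which was 0.01 without probe sets that may bind several transcripts. HK2 had a log2 ratio of −0.21 and PFKP of −0.02. Below the limit were the phosphofructokinase PFKM at −0.73 and the phosphoglucomutase PGM1 at −0.65, named after their values were seen. Of the 8 genes of glucose transport and of the control of glycolysis, 4 were above 0, with a median that ranged from −0.22 to 0.30 over the settings tried. The log2 ratio was higher in HCT116 than in HCT116 HIF-1α-/- MCS for 33 of the 38 hypoxia targets, with a median difference of 0.79, and for 21 of them by over 0.76, which is 2 SD of the error of a difference. It was higher in HCT116 MCS for 17 of the 21 enzymes of glycolysis, with a median difference of 0.22, and for all 8 genes of glucose transport and its control, with a median difference of 0.78. Between the controls, 34 of the 38 hypoxia targets were lower in HCT116 HIF-1α-/- MCS, 13 of them at least 2-fold, and the median log2 ratio was −0.51. With 1 array per condition the difference between the lines was not tested, and CXCR4, INSIG2, EGLN3, ANGPTL4, HK2 and PFKP were chosen for their large ratios in HCT116 MCS. The median difference was 0.50 with the glycolysis genes joined to the hypoxia targets, 0.33 for the enzymes without probe sets that may bind several transcripts, and 0.32 for glucose transport with no filter on signal. The ACTB signal ratio of 3′ to 5′ was 3.71 in the HCT116 HIF-1α-/- control and 4.40 with VLX600; lactate was not analysed here.

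**Figure D1:**
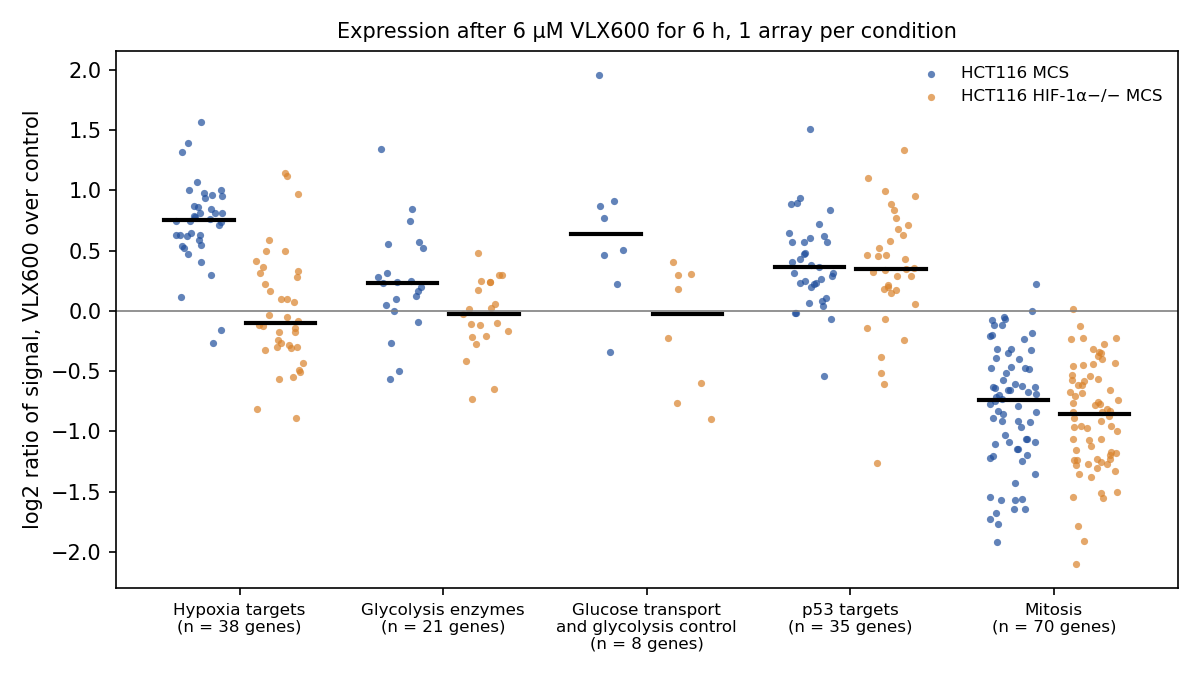
Log2 ratio of signal, VLX600 over control, for the measured members of 5 gene lists in HCT116 MCS (blue) and HCT116 HIF-1α-/- MCS (orange), where each dot is a gene and black bars are medians. The hypoxia targets have a median of 0.76 in HCT116 MCS and −0.10 in HCT116 HIF-1α-/- MCS.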

The upregulation of genes associated with hypoxia and glycolysis, as well as increased cellular production of lactate, was dependent on HIF-1α (Fig. 2a; Supplementary Fig. 2b). We conclude that VLX600 induces a HIF-1α-dependent glycolytic response.

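HK2, which encodes the hexokinase of the initial step of glycolysis, had a signal of 7141 units in HCT116 control MCS and 18075 units with VLX600, against 2977 and 2575 units in HCT116 HIF-1α-/- MCS. PFKFB4, an activator of the phosphofructokinase step, had 1159 and 4486 units in HCT116 MCS and 438 and 540 units in HCT116 HIF-1α-/- MCS. PDK1, whose kinase inhibits pyruvate dehydrogenase, had 3101 and 5836 units in HCT116 MCS and 974 and 833 units in HCT116 HIF-1α-/- MCS. The glucose transporter gene SLC2A1 had 2232 units without and 3803 units with VLX600 in HCT116 MCS, but 4407 and 2363 units in HCT116 HIF-1α-/- MCS. SLC2A3, another glucose transporter gene, had 1016 and 1852 units in HCT116 MCS and 3985 and 2633 units in HCT116 HIF-1α-/- MCS. HK2, PFKFB4 and PDK1 were thus lower without drug in HCT116 HIF-1α-/- MCS, and SLC2A1 and SLC2A3 higher. HK2, PFKFB4 and SLC2A1 were each read from 1 probe set. From the dependence on HIF-1α of the hypoxia and glycolysis genes and of lactate production (Fig. 2a; Supplementary Fig. 2b), the paper concludes that VLX600 induces a glycolytic response that depends on HIF-1α.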

We examined whether HIF-1α has a cell survival role in drug-exposed cells. Consistent with previous reports^27^, core areas of HCT116^HIF-1α−/−^ MCS contained numerous apoptotic cells (Fig. 2d), and these MCS grew slower than their HCT116^wt^ counterparts. HCT116^HIF-1α−/−^ MCS were sensitive to VLX600 (Fig. 2e) and HCT116^HIF-1α−/−^ monolayer cells were, in fact, more sensitive than parental cells (Fig. 2f). The partially VLX600-resistant cell population observed in HCT116 and other colon cancer cell lines (somewhat varying between experiments) was not observed in the HCT116^HIF-1α−/−^ cells. We conclude that HIF-1α partially protects against VLX600-induced cell death. However, since HIF-1α is not induced in MCS cores, cells in these regions are likely to display increased sensitivity to the drug.

We finally examined the potential role of the p53 response to VLX600. Induction of p53 was confirmed by western blotting (Fig. 2g); however, disruption of the *p53* gene did not affect the sensitivity of HCT116 cells to VLX600 (Fig. 2f).

### VLX600 induces an autophagic response

Before cell death, VLX600-exposed HCT116 cells increased in size and showed the presence of large cytoplasmic vesicles (Fig. 3a). These vesicles stained positively with Lysotracker (Fig. 3b), suggesting them to be autolysosomes. Positive staining was also observed using an antibody to microtubule-associated protein 1 light chain 3 (LC3; Fig. 3c), but not with an antibody to the ER marker calnexin (Supplementary Fig. 3a). Already at 3 h exposure, an increase in LC3-positive cytoplasmic dots, indicating autophagosomes, was observed in exposed cells (Supplementary Fig. 3b). Autophagosomes containing cellular material were observed by electron microscopy (Supplementary Fig. 3c). LC3-II (the phosphatidylethanolamine-conjugated form of LC3), an autophagosome marker^28^, was induced by VLX600 in HCT116 cells in monolayer cultures over 72 h (Fig. 3d). LC3-II was induced in a dose-dependent manner, independently of p53 expression (Fig. 3e,f). The levels of LC3-II were further increased by co-exposure with the lysosomotropic agent chloroquine (Fig. 3e,f; Supplementary Fig. 3d), consistent with an increased autophagic flux in VLX600-exposed cells. Autophagy was confirmed by reduced levels of p62/SQSTM1 (Bjorkoy *et al*.^29^; Supplementary Fig. 3e). Spheroids showed elevated basal levels of LC3-II expression (Supplementary Fig. 3f), which was further stimulated by VLX600 (Fig. 3g). Interestingly, LC3-II induction by VLX600 was similar at high and low glucose conditions, suggesting that a maximal capacity for autophagy induction was reached (Fig. 3h; Supplementary Fig. 3g). We conclude that VLX600-induced cell death is associated with induction of autophagy.

Interruption of mammalian target of rapamycin (mTOR) signalling is known to stimulate autophagy^30^. We indeed found that VLX600 inhibited phosphorylation of the mTOR downstream effectors 4EBP1 and p70-S6K by an HIF-1α-independent mechanism (Supplementary Fig. 3h,i). The strong and sustained induction of LC3-II could not, however, be mimicked by the mTOR inhibitor rapamycin or by the PI3K/mTOR inhibitor NVP-BEZ235 (Fig. 3i). Furthermore, the cytotoxic effect of VLX600 on MCS could not be mimicked by NVP-BEZ235 (Supplementary Fig. 3k,l). We conclude that, although mTOR signalling is inhibited by VLX600, neither induction of autophagy nor cytotoxicity can be explained by inhibition of mTOR signalling.

Since vesicle formation is a morphological marker of VLX600 exposure, we examined the occurrence of vesicles in HCT116 MCS after transient exposure to VLX600. Examination of sections by electron microscopy revealed massive vacuolization in cells in the cores of the MCS (Fig. 3j). We conclude that VLX600 induces an autophagic response and induction of autolysosomes in HCT116 cells; importantly, this response was observed in spheroid core regions.

### Autophagy protects against a bioenergetic catastrophe

LC3-II levels were strongly induced by VLX600 in HCT116, HCT116^HIF-1α−/−^ and HT29 cells, all sensitive to VLX600 (Fig. 4a). In contrast, LC3-II was only weakly induced in the relatively insensitive, untransformed hTERT-RPE1 cell line (Fig. 4a). These findings are consistent with induction of autophagy being a protective response to VLX600. The cytotoxic effect of VLX600 was indeed found to be potentiated by different autophagy inhibitors (Fig. 4b; Supplementary Fig. 4a,b).

We considered the possibility that autophagy was mediated via HIF-1α and BNIP3. BNIP3 is an HIF-1α-induced protein described to induce cytoplasmic vacuolization and autophagy^31^. BNIP3 was indeed induced by VLX600 in HCT116 cells, but not in HCT116^HIF-1α−/−^ cells (Fig. 4a). Since LC3-II induction was observed in the HIF-1α-defective cells (Fig. 4a), autophagy induction by VLX600 does not require BNIP3.

We hypothesized that the protective autophagy response is secondary to a bioenergetic catastrophe. We indeed observed HIF-1α-independent decreases in cellular ATP content in HCT116 cells after 24 and 48 h of drug exposure (Fig. 4c). Decreases in ATP were also observed in DLD and HT29 colon cancer cells, whereas untransformed hTERT-RPE1 cells did not show significant decreases (Fig. 4c).

AMP-activated protein kinase (AMPK) is phosphorylated in response to increasing AMP/ATP ratios in cells^32^, resulting in increased autophagy via mTOR signalling^33^. We examined AMPK phosphorylation in three colon cancer and four immortalized cell lines. Interestingly, AMPK was phosphorylated in all three colon cancer cell lines, with phosphorylated AMPK already detectable after 5 h drug exposure in HCT116 and HT29 cells (Fig. 4d; Supplementary Fig. 4c). In contrast, increases in AMPK phosphorylation were not observed in any of the immortalized cells (Fig. 4d). Taken together, our data suggest that VLX600 preferentially leads to decreased ATP levels in cancer but not normal cells.

### Mitochondrial dysfunction leads to larger glucose dependence

We next sought to determine the nature of the metabolic deficiency elicited by VLX600. A clue to the nature of the deficiency came from the analysis of mitochondrial ΔΨ in treated cells, showing mitochondrial hyperpolarization in viable cells at 24 h (Supplementary Fig. 1k). Examination of mitochondrial function in HCT116 cells showed a high oxygen consumption rate (OCR) compared with hTERT-RPE1 cells (Fig. 5a), which was linked to ATP production (Supplementary Fig. 5a). VLX600 was found to induce significant decreases in V_3_ respiration after 6 h of exposure (Fig. 5b). Decreased OCRs, after a transient increase, were also observed in experiments where cellular oxygen consumption was analysed using a Seahorse extracellular flux analyzer (Fig. 5c). To examine whether VLX600 elicited a decreased oxygen consumption also in MCS, tissue oxygen tension was visualized by pimonidazole staining^34^. VLX600 exposure reduced the pimonidazole hypoxic fraction (pHF) of MCS to ~50% of control (from 63±13% to 32±4% at 3 h; *P*<0.01 (mean±s.d.; *t*-test); Fig. 5d). The effect was observed after 3 h of drug exposure and persisted until 24 h (Fig. 5d). A control experiment showed that increases of oxygen consumption elicited by the mitochondrial uncoupler carbonyl cyanide *m*-chlorophenyl hydrazone lead to an increased spheroid pHF (Fig. 5d). MCS formed from HCT116^HIF-1α−/−^ cells, previously shown to consume comparatively low levels of oxygen^35^, showed a smaller pHF that was further decreased by VLX600 (Fig. 5d).

We examined the effects of VLX600 on the expression of mitochondrial proteins in HCT116 monolayer and MCS cultures (Fig. 5e). Cytochrome *c* oxidase (COX; complex IV) is the last enzyme complex in the mitochondrial electron transport chain and the primary site of cellular oxygen consumption^36^. COX-1 (subunit 1) expression decreased in HCT116 cells exposed to VLX600, particularly in monolayer cultures (Fig. 5e). COX-IV expression was not altered, whereas voltage-dependent anion channel (VDAC) expression increased in monolayer cultures but not in MCS (Fig. 5e). We examined COX-1 by immunohistochemistry (Fig. 5f). Staining was not uniform in MCS with the strongest staining observed in layers 50–150 μm below the MCS surface and also observed at deeper layers (Fig. 5f). The COX-1 staining pattern was altered by VLX600 treatment with weak staining observed in the deeper areas (>100 μm from the surface) 24 h post drug treatment. Alterations in COX-1 were not observed at 3 h, however, a time point when decreased pimonidazole staining was already evident (Fig. 5d,f). We conclude that the expression of COX-1, essential for mitochondrial OXPHOS, decreases after exposure of monolayer cells to VLX600 and is also decreased in MCS core regions.

Cells in core areas of MCS lack glucose supplies and are predicted to be particularly sensitive to mitochondrial dysfunction. We directly tested whether glucose starvation increases the sensitivity of HCT116 cells to VLX600. Indeed, exposure to VLX600 in glucose-free medium resulted in increased cytotoxicity and apoptosis (Fig. 5g,h). Glucose-deprived HCT116^HIF-1α−/−^ cells were particularly sensitive to VLX600-induced apoptosis (Fig. 5h).

### Characterization of mitochondrial dysfunction

We further characterized the mitochondrial dysfunction induced by VLX600. We added the uncoupler carbonyl cyanide-4-trifluorometh-oxyphenylhydrazone to HCT116 cells at different times of VLX600 exposure and measured OCR. Already after 90 min, uncoupled respiration was impaired (Fig. 6a), and no stimulation by the uncoupler was observed after 4 h (Fig. 6b). Importantly, no effects on p70 phosphorylation were observed at 90 min, showing that the effect on mitochondria preceded mTOR inhibition (Fig. 6a). The inhibition of uncoupled respiration was also observed in HCT116^HIF-1α−/−^ cells (Fig. 6c) and in hTERT-RPE1 cells (Fig. 6b). The PI3KCA/mTOR inhibitor NVP-BEZ235 decreased oxygen consumption during 4 h incubation, but did not affect mitochondrial reserve capacity (Fig. 6d). Using digitonin-permeabilized HCT116 cells, we examined the utilization of different mitochondrial substrates in VLX600-exposed cells. We found partial inhibition of complex I, II and IV (Fig. 6e,f). We conclude from these results that VLX600 has profound effects on mitochondrial OXPHOS by inhibiting the function of complexes in the electron transport chain.

Mitochondrial dysfunction may be expected to result in generation of reactive oxygen species, which are cytotoxic to tumour cells^37^. We found, however, that VLX600 in fact reduced reactive oxygen species production to ~50% of that of control cells (Supplementary Fig. 6), possibly because of the decreased rate of respiration.

### Antitumour activity of VLX600 in human tumour xenografts

To study the effects of VLX600 *in vivo*, the drug was injected intravenously in NMRI mice. At the maximally tolerated dose of 16 mg kg^−1^, an initial plasma concentration of ~100 μM was observed (Fig. 7a), >10-fold the IC_50_ of tumour cell lines and primary patient colorectal cancer cells *in vitro*. The compound was rapidly distributed and finally eliminated with a half-life of ~4–5 h. Using the maximally tolerated dose, antitumour activity was observed in both HCT116 and HT29 colon cancer xenografts (Fig. 7b–e). Importantly, minimal systemic toxicity was observed as evidenced by no loss of body mass and no or minor changes in plasma parameters such as liver alanine aminotransferase, blood glucose and total protein (Supplementary Fig. 7a,b).

We examined sections from VLX600-treated HCT116 tumours. VLX600 treatment resulted in a decreased Ki67-labelling index (Fig. 7f) consistent with growth arrest. Large cytoplasmic vesicles were also observed (Fig. 7g), suggesting that the compound induced the formation of autolysosomes also *in vivo*.

We examined VLX600 in combination with drugs routinely used for clinical management of colon carcinoma patients. Synergy was observed with both irinotecan and oxaliplatin, whereas VLX600 and 5-fluorouracil showed additive effects (Supplementary Fig. 7c). The combination of VLX600 and irinotecan was tested in an orthotopic colon cancer model using a relatively moderate treatment schedule for each drug, which did not significantly reduce tumour growth as single treatments (VLX600: five cycles 8 mg kg^−1^; irinotecan: two cycles 45 mg kg^−1^). The median bioluminescent signal from animals treated with the combination was ~10% of vehicle controls (Fig. 7h; *P*<0.05 (Mann–Whitney)), suggesting that the combination of VLX600 with irinotecan was effective in inhibiting tumour growth.

On the basis of the results of this study, a model for the effect of VLX600 on normal and tumour cells in different microenvironments is presented in Fig. 8.

## Discussion

Screening and validation experiments identified the small molecule VLX600 to have the unusual ability to reduce the viability of quiescent cells in a 3-D *in vitro* tumour model. VLX600 did not kill non-proliferating immortalized cells and did not induce detectable systemic toxicity in mice. The effect on colon cancer tumour cells obtained directly from patients demonstrated sensitivity within the plasma concentration range achievable *in vivo* and activity was observed against colon cancer models *in vivo*. Furthermore, VLX600 was found to increase the efficacy of irinotecan, a drug used to treat colon carcinoma patients. VLX600 is therefore a candidate drug for clinical trials.

VLX600 was demonstrated to induce mitochondrial dysfunction, associated with a dramatic decrease in spheroid hypoxia. The decrease in mitochondrial OXPHOS will necessitate a shift to other modes of energy generation for maintenance of cellular ATP levels. However, a shift to glycolysis will be hampered by the low glucose availability in MCS^21^,^22^ and in solid tumours^15^,^19^,^20^. The low glucose content in solid tumour tissues is believed to result both from poor blood supply and from high glucose consumption by cancer cells^15^. Tumour cells in metabolically compromised areas will depend on both glycolysis and OXPHOS for energy production, and the resulting limited plasticity is likely to represent a therapeutic opportunity.

VLX600 induced a strong shift to glycolysis that will be protective to tumour cells in microenvironments where glucose is available, and may also be protective to cells in healthy and vascularized tissues. The shift to glycolysis was found to be dependent on HIF-1α and we found that disruption of HIF-1α indeed resulted in an increased sensitivity to the drug. Interestingly, since HIF-1α was not induced in MCS core regions, possibly owing to lack of stabilization of HIF-1α under low glucose conditions^26^, cells in these microenvironments will be less protected. This lack of HIF-1α stabilization will further decrease the ability of cells in core regions to adjust to drug-induced decreases in OXPHOS. Our findings are summarized in the model shown in Fig. 8.

Metabolomic studies have shown that malignant tumours have elevated metabolic turnover rates and thus higher demands in energy supply^19^,^20^,^38^. It was also recently reported that Li–Fraumeni syndrome family members who carry germline mutations in TP53 show increased OXPHOS of skeletal muscle^39^. Increased energy demands cannot be met by solely glycolysis, and recent data have indeed showed hyperactivation of oxidative mitochondrial metabolism in epithelial cancer cells^40^. Indeed, cancer cells are dependent on mitochondrial function for growth and tumorigenicity^41^,^42^, and increased mitochondrial biogenesis promotes breast cancer tumour growth^43^. We found an ~2.5-fold higher OCR in HCT116 colon cancer cells compared with non-transformed hTERT-RPE1 cells. HCT116 cells therefore appear to be highly dependent on OXPHOS for energy production also at conditions of high glucose availability. Consistent with this hypothesis, VLX600 was found to induce decreases in ATP and increases in AMPK phosphorylation in HCT116 cells and two additional colon cancer cell lines. In contrast, AMPK phosphorylation was not induced in any of the four immortalized cell lines examined. This difference in the response to VLX600 between cancer cells and normal cells is likely to be important for the selective cytotoxicity of the compound.

Mitochondrial inhibitors have been reported to possess antitumour activity^44^,^45^,^46^. Examples are the mitochondrial dye Rho123 (Bernal *et al*.^44^), which inhibits mitochondrial OXPHOS^47^, the complex V inhibitor efrapeptin F^46^ and mitochondria-targeted lipophilic cations^48^. Metformin is a commonly prescribed anti-diabetic drug that inhibits mitochondrial complex I (Owen *et al*.^49^) and increases cellular glucose uptake^50^. Metformin has been shown to inhibit tumour formation in diabetic patients^51^ and in mouse animal models^52^,^53^. The antitumour efficacy of metformin is likely to be limited by the hydrophilic properties of this drug (XlogP, −1.3), restricting penetration into the deep tumour parenchyme^54^. VLX600 is a lipophilic cation (XlogP, 2.85; estimated pKa, 3.5). These properties will facilitate penetration into cells and accumulation in the mitochondria.

In conclusion, our screen for compounds that decrease the viability of quiescent cells in 3-D tumour spheroids resulted in the identification of an inhibitor of mitochondrial OXPHOS. Our findings suggest that tumour cells in nutritionally compromised microenvironments are sensitive to disturbances of mitochondrial function, resulting in a bioenergetic catastrophe. Since conventional cytotoxic anticancer agents are significantly less effective under conditions of nutrient depletion^55^, this type of mechanism will be interesting to exploit for therapy. Our finding showing enhancement of the antitumour effect of irinotecan by VLX600 is promising and VLX600 is currently in development for a phase 1 clinical trial in patients with solid tumours.

## Methods

### Reagents

Antibody to p62 (# 610833) was purchased from BD Biosciences (Franklin Lakes, NJ, USA). Antibody to BNIP3 (# 10433) and COX (subunit 1; # 90668) were from Abcam (Cambridge, MA, USA). Antibody to β-actin (# A5316) was from Sigma-Aldrich (St Louis, MO, USA). Antibodies to 4EBP1 (#9452), phospho-4EBP1 (# 9459), p70-S6K (# 9202), phospho-p70-S6K (# 9205), AMPK (# 2532), phospho-AMPK (# 4188), calnexin (#C5C9), COX (subunit 4) (#4844), VDAC (# 4661), Bip/Grp78 (# 3177) and LC3 (# 2775) were from Cell Signaling (Danvers, MA, USA). Antibody to p27/Kip1 (# 610241) was from BD Transduction Laboratories (San Jose, CA). Antibody to HIF-1α was from Novus Biologicals (# NB100-105). Antibody to eIF2-α (# sc-11386) and phospho-eIF2-α (# sc-12412) were from Santa Cruz Biotechnology (Santa Cruz, CA). The kit for pimonidazole staining was from NPI Inc. (Belmont, MA). ATP assay kit was from Promega (Madison, WI, USA). The DiverseSet (10,000 compounds) used for screening was purchased from ChemBridge. The original ChemBridge compound 5625138 was resynthesized in gram scale by OncoTargting AB (Uppsala, Sweden). The resynthesized compound generated identical results as the original compound. All compounds were dissolved in dimethylsulphoxide (DMSO). A final concentration of 0.5% DMSO was reached in cell cultures; control wells received solvent only (that is, final 0.5% DMSO concentration).

### Cell culture

The human colon carcinoma cell lines HCT116, HT29, SW620, HT8, DLD and RKO were obtained from the American Type Culture Collection, Manassas, VA, USA). The normal epithelial cell line hTERT-RPE1 was obtained from Clontech (Palo Alto, CA), and cell lines MCF10A (normal epithelial), RPTEC/TERT1 (normal renal) and NeHepLxHT (normal hepatic) were obtained from American Type Culture Collection. All experiments on purchased cell lines were performed with less than 6 months passages in our laboratory after receipt or resuscitation. All cell lines were sub-cultivated and grown in supplemented medium as recommended by the providers. The HCT116 colon carcinoma derivatives HCT116 horseradish peroxidase (HRP) enhanced green fluorescent protein (kindly provided by Dr Monti), HCT116^p53−/−^ (kindly provided Dr B. Vogelstein ) and HCT116^HIF-1−/−^ cell lines have been described previously^35^,^56^,^57^. HCT116 colon carcinoma cells were maintained in McCoy’s 5A modified medium/10% fetal calf serum at 37 °C in 5% CO_2_. Viability measurement were performed using an acoustic Echo liquid handler (Labcyte) and the fluorometric microculture cytotoxicity assay as a read-out^58^. Tumour samples were obtained from 22 patients with colorectal cancer peritoneal carcinomatosis. The patient sampling was approved by the local ethics committee at the Uppsala University hospital.

### Generation of spheroids and screening

Spheroids were prepared using a modification of our previously described method^17^. A cell suspension containing 10,000 cells (200 μl) was added to each well of poly-HEMA-coated 96-well plates. Wells were overfilled by adding 170 μl media to acquire a convex surface curvature and plates were inverted to allow cells to sediment to the liquid–air interface. Plates were returned to normal after 24 h incubation, excess media were removed by aspiration and incubated for 4 days before drug exposure. Screening was performed by exposing spheroids to drug for 6 h, followed by washing and incubation for an additional 66 h. Each well contained 200 μl medium and received 1 μl drug solution (drugs were dissolved in 100% DMSO). Control wells received 1 μl dimethylsulphoxide. At the end of incubation, viability was determined using the acid phosphatase method^59^. After washing twice with PBS buffer, spheroids were lysed in 100 μl of 0.1 M sodium acetate, 0,1% Triton X-100, *p*-nitrophenyl phosphate (Pierce Biotechnology Inc, Rockford, IL) and incubated for 90 min at 37 °C. At the end of the incubation, 10 μl NaOH was added to each well and A405 nm determined. Background activity was subtracted.

### Western blotting

Cell extract proteins were resolved by Tris-Acetate PAGE gels (Invitrogen, Carlsbad, CA) and transferred onto polyvinylidene difluoride membranes, which were incubated overnight to antibodies, washed and incubated with HRP-conjugated anti-rabbit Ig (Amersham Biosciences, Little Chalfont, UK) for 1 h. Antibodies were used at the following dilutions: HIF-1α (1:200), β-actin (1:10,000), LC3 (1:1,000), BNIP3 (1:500), AMPK (1:1,000), phospho-AMPK (1:2,000), COX-1 (1:1,000), COX-IV (1:1,000), VDAC (1:1,000), p70 (1:1,000), phospho-p70 (1:1,000), eIF2-α (1:200), phospho-eIF2-α (1:200), caspase-4 (1:1,000), 4EBP1 (1:1,000) phospho-4EBP1 (1:1,000) and p62 (1:400). Peroxidase activity was developed by SuperSignal West Pico (Pierce Biotechnology). Unedited versions of Fig. 3d (LC3) and Fig. 4a (LC3 and BNIP3) are shown in Supplementary Fig. 8.

### Chemical synthesis and analytical procedures

Chemical synthesis of VLX600 was outsourced to OncoTargeting AB (Uppsala, Sweden) and Niels Clauson-Kaas A/S (Farum, Denmark). In brief, the synthesis was performed in three steps starting with commercially available 7-methylisatin and thiosemicarbazide. The formed cyclized 1,2,4-triazino-3-thione derivate was further reacted with hydrazine monohydrate, yielding a hydrazine intermediate, which was finally reacted with 2-acetylpyridine to yield VLX600 as a free base (purity >99%). Determination of VLX600 in the plasma was performed using an Agilent 6110 single quadrupole mass spectrometer.

### Treatment of mouse xenografts

For subcutaneous models, a 100-μl cell suspension containing 5 × 10^6^ HT29 or HCT116 cells was injected subcutaneously at the right rear flank of female NMRI *nu/nu* mice (8–10 weeks old). When tumours had grown to a size of 0.1 ml, mice were randomized into control or treatment groups and injected with VLX600 intravenously (as specified in the legends) and tumour size was measured. VLX600 was dissolved in 4.73 mM HCl to a concentration of 0.6 mg ml^−1^ and diluted with 0.9% NaCl. Some tumours were fixed with 2.5% glutaraldehyde at +4 °C overnight. The piece was excised from the tumour to make sure that the whole tumour was represented (a wedge-shaped slice from the centre to the outer surface). The tissues were post-fixed in 1% osmiumtetraoxide (OsO_4_), dehydrated and embedded in epon (epoxy resin). Ultrathin sections were prepared for analysis in a transmission electron microscope. Plasma samples were analysed for alanine aminotransferase and other analytes using an Abaxis VetScan VS2 instrument. Subcutaneous models were performed by Adlego AB, Stockholm (with the approval of Stockholm North Ethics committee). For determination of orthotopic topic tumour growth, HT29-LUC human colon tumour cells (5 × 10^6^ in a volume of 50 μl) were injected into the intestinal caecal wall of male athymic nude mice. Nine to ten animals were used in each group. Eleven days after tumour implantation, tumour-bearing animals were size rank-matched into five treatment groups and treatments were started. VLX600 (8 mg kg^−1^) was injected five times (every second day), and irinotecan (45 mg kg^−1^) was injected two times (4 days apart) starting on day 11. For imaging, mice were injected intraperitoneally with 150 mg kg^−1^ D-luciferin (Promega) followed by anesthetization in 2–3% isoflurane atmosphere. After 10–12 min of biodistribution time, mice were imaged using a charge-coupled device camera (Xenogen IVIS Lumina System) to evaluate the bioluminescence in the animal. Photon emission was measured as whole-body radiance and the individual regions of interest were manually selected. Data were expressed as photon s^−1^ cm^−^^2^ per sr. Imaging data were not normally distributed and data were treated using non-parametric statistics. These experiments were performed by Accelera (Neviano, Italy) with a permit from the Nerviano Medical Sciences (NMS) Ethic Committee.

### Determination of apoptosis by ELISA

Following drug exposure, NP40 was added to the culture medium to 0.1% to extract caspase-cleaved K18 from spheroids and to include material released to the medium from dead cells. Caspase-cleaved keratin-18 (K18-Asp396) was determined using 25 μl medium/extract using the M30 CytoDeath enzyme-linked immunosorbent assay (ELISA) (a variant of the M30-Apoptosense ELISA^60^ developed for *in vitro* use (Peviva AB, Bromma, Sweden).

### Patient samples

Tumour samples were obtained from 22 patients with colorectal cancer peritoneal carcinomatosis. All except two samples were from patients previously treated with chemotherapy. The tumour sampling was approved by the Regional Ethical Board at the Uppsala University Hospital and all patients provided written informed consent. The tumour tissue obtained at the cytoreductive surgery was minced into small pieces and tumour cells were then isolated by collagenase dispersion followed by Percoll (Pharmacia Biotech, Uppsala, Sweden) density gradient centrifugation. Cell viability was routinely >90% as determined by trypan blue exclusion test and the proportion of tumour cells in the preparations as judged by inspection of May–Grünwald–Giemsa-stained cytospin preparations was >70%. Cell culture medium RPMI 1640 supplemented with antibiotics was used throughout. Three hundred and eighty-four-well microplates (Nunc, Roskilde, Denmark) were prepared with 5 μl VLX600 per well at 10 times the final drug concentration. The plates were then stored at −70 °C until further use. Tumour cells (5,000 cells per well in duplicates) were seeded in the drug-prepared 384-well plates. Three columns without drugs served as controls and one column with medium only served as blank. The plates were incubated at 37 °C for 72 h and cell viability was then analysed by measurement of fluorescence from viable cells after 40 min incubation with fluorescein diacetate. The method is based on measurement of fluorescence generated from the hydrolysis of fluorescein diacetate to fluorescein by cells with intact plasma membranes. Cell survival, expressed as survival index is defined as fluorescence in test wells divided by fluorescence of control wells, with blank values subtracted, multiplied by 100.

### Fluorescence-based HIF-1 analysis

HCT116 HRP enhanced green fluorescent protein cells were plated (10,000 cells per well) on 96-well plates (Nunc) and cultured in complete medium. Cells were treated with VLX600 and fluorescence was determined after 24 h using an automated IncuCyte-FLR 20X phase contrast/fluorescence microscope (Essen Instruments, Ann Arbor, MI). Average object summed intensity was calculated (triplicate wells, four images per well) using the IncuCyte software (Essen Instruments).

### High content analysis

Multiparametric high content evaluation of oxidative stress and LC3 was performed with dedicated kits (Thermo Fisher Scientific) in HCT116 cells using Cellomics ArrayScan VTI HCS Reader (oxidative stress 1, catalogue # 8401002; LC3B acidic vacuoles, catalogue # 8407802) according to the manufacturer’s instructions. For these assays, cells were seeded into 96-well plates (PerkinElmer Inc., Wellesley, MA, USA), left to attach overnight, before test compounds were added. Oxidative stress was studied using the Oxidative Stress I Kit containing dihydroethidium probe and Hoechst 33342. HCT116 cells were exposed to VLX600 and the positive control rotenone (Sigma-Aldrich) for 24 h. Images were acquired in each fluorescence channel for at least 1,000 cells per well (× 20 objective). LC3B were analysed using × 20 objective, 24 and 42 h after addition of 6 μM VLX600. Acidic vacuoles in HCT116 cells were stained using Lyotracker Red DND-99 (Invitrogen, Molecular Probes Inc., OR, USA) after 42 h treatment with 6 μM VLX600 followed by wash and staining of nuclei with 10 μM Hoechst 33342 (Sigma-Aldrich) in fixation solution containing 3.7% formaldehyde (Sigma-Aldrich).

### Microarray gene expression analysis

In a first experiment, HCT116 cells were grown as spheroids and monolayer cultures, washed with PBS and total RNA was prepared using RNeasy miniprep kit (Qiagen, Chatsworth, CA). Starting from 2 μg of total RNA, gene expression analysis was performed using Genome U133 Plus 2.0 Arrays according to the GeneChip Expression Analysis Technical Manual (Rev. 5, Affymetrix Inc., Santa Clara, CA). Raw data were normalized using MAS5 (Affymetrix Inc.). Gene expression profiles were generated for two independent monolayer cultures and two independent spheroid cultures, and mean ratios for each probe were calculated and used to generate a ranked gene list. In a second experiment, HCT116 and HCT116^HIF-1−/−^ cells were grown as spheroids cultures. The cells were treated with 6 μM VLX600 for 6 h or left untreated (controls). Gene expression analysis was performed and ratios between treated and untreated cultures were established. Only probes with expression over 300 expression units and present calls were used in the GSEA^18^. Displayed *P* values refer to the nominal *P* values generated after 1,000 permutations. Raw and normalized gene expression data from the first and second experiment have been deposited at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with series records GSE53631 and GSE53777, respectively.

### Immunological assays

MCS produced by the hanging drop method in 96-well plates were fixed in 2% buffered formalin, dehydrated, embedded in paraffin and sectioned. Each sample contained 24 spheroids (spheroids from each 96-well plate were pooled into four groups). The sections were deparaffinized with xylene, rehydrated and microwaved and then incubated overnight with the monoclonal primary antibodies diluted in 1% (wt/vol) BSA and visualized by standard avidin–biotin–peroxidase complex technique (Vector Laboratories, Burlingame, CA, USA). Counterstaining was performed with Mayer’s haematoxylin. Antibody MIB-1 (against the nuclear proliferation-associated antigen Ki67; Immunotech SA, Marseille, France) was used at a dilution 1:400; antibody against active caspase-3 (Biosite, BS7004) was used at 1:200; antibody to Bip/Grp78 (# 3177) was used at 1:200. HIF-1α immunohistochemistry was performed as described^61^.

### Lactate production assay

A total of 300,000 cells were plated in a six-well plate and exposed to VLX600 or NVP-BEZ235 next day for 24 h. Supernatant was collected and measured by lactate assay kit from BioVision (Mountain View, CA, USA) as per the described protocol.

### Glucose determination

Spheroids were trypsinized and washed in PBS. After washing, the cells were collected and diluted with 1 ml PBS. Cells were counted using a FACS Calibur instrument (Becton Dickinson, Mountain View, CA) using Cellquest software (Becton Dickinson). Then, cells were lysed by performing freeze-and-thaw method three times, and the supernatant was used for glucose concentration test using a glucose assay kit (Cambridge Science Park, Cambridge UK).

### ATP assay

In all, 10,000 cells were plated in each well in a 96-well plate and exposed to VLX600 for 24 or 48 h; ATP was measured by ATP assay kit from Promega.

### Measurements of oxygen consumption

Changes in the oxygen concentration were monitored with an oxygen electrode (Hansatech Instruments, Norfolk, UK) and analysed with the OxygraphPlus software (Hansatech Instruments) as described^62^. Cells were trypsinized, spun down and resuspended in 300 μl of the same medium. Cells were placed in respiratory chamber and basal respiration was monitored for 3–4 min. State 4 respiration was measured in the presence of 1 μg ml^−1^ oligomycin that blocks mitochondrial ATP synthase. Uncoupled respiration was assessed in the presence of 3 μM carbonyl cyanide *m*-chlorophenyl hydrazone. The Seahorse XF analyser was used as recommended by the manufacturer (Seahorse Bioscience, North Billerica, MA, USA). Cells were plated in 100 μl culture medium in XF24-well cell plates with blank control wells. Before the measurements, medium was replaced with 500 μl Seahorse assay media (1 mM pyruvate, 25 mM glucose) at 37 °C without CO_2_ for 1 h. OCR values were measured by XF24 extracellular flux analyzer. For analysis of electron flow, cells were permeabilized with digitonin (6 mg per 10^6^ cells) in 140 mM KCl, 5 mM KH_2_PO_4_, 1 mM MgCl_2_, 1 mM ADP and 5 mM Tris, pH 7.2 at 37 °C. Concentrations of substrates and inhibitors: malate, pyruvate and succinate all at 5 mM; rotenone 1 μm, malonate 10 mM, antimycin A 1 μM, ascorbate 5 mM and *N*,*N*,*N*’,*N*’-tetramethyl-1,4-phenylene diamine at 0.5 mM.

### Statistical analysis

Student’s *t*-test or Mann–Whitney tests were performed using Prism software for Apple computers. Statistical significance in *t*-test are plotted as following: *P<0.05, **P<0.01 and ***P<0.001.

## Author contributions

X.Z., M.F., E.H., W.F., M.H.O, V.G. and L.R. performed the experiments and performed data analysis; A.D.M., L.D., S.P., L.A.K.S., P.D., J.G., P.N., R.L. and S.L. performed data analysis. All authors contributed ideas, discussed the results and wrote the manuscript.

## Additional information

**How to cite this article:** Zhang, X. *et al*. Induction of mitochondrial dysfunction as a strategy for targeting tumour cells in metabolically compromised microenvironments. *Nat. Commun.* 5:3295 doi: 10.1038/ncomms4295 (2014).

**Accession codes**: The microarray data have been deposited in the Gene Expression Omnibus under accession codes GSE53631 and GSE53777.

## Supplementary Material

Supplementary Information Supplementary Figures 1-8

## Figures and Tables

**Figure 1:**
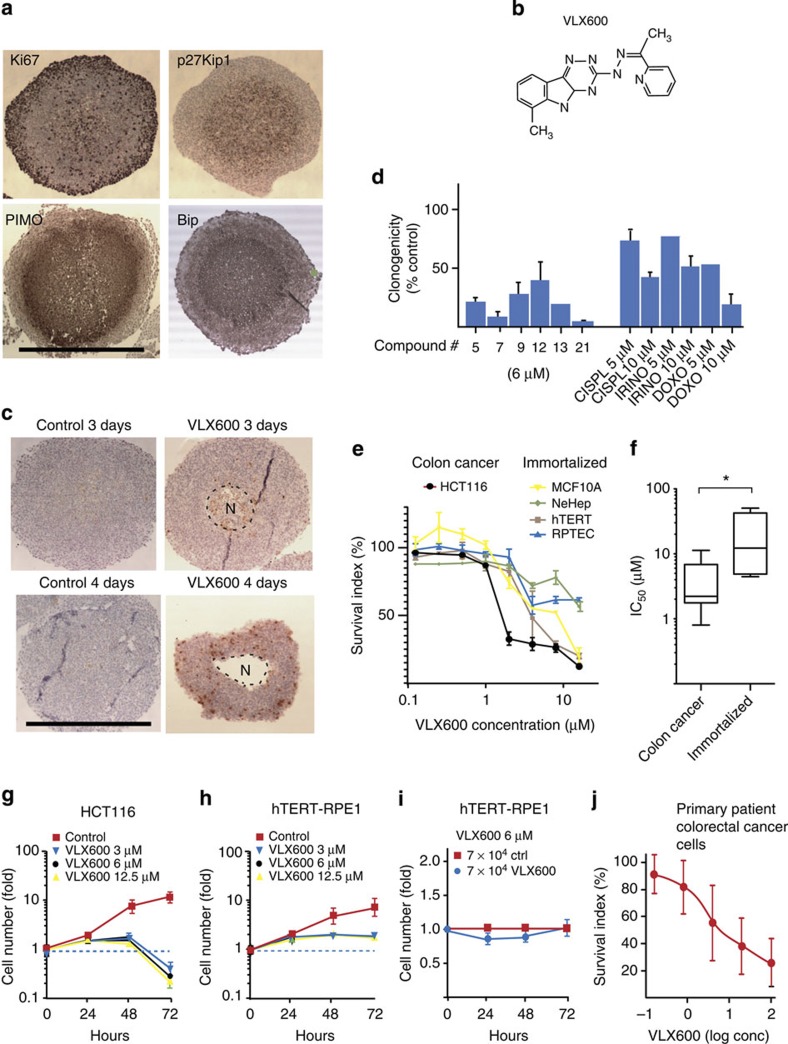
VLX600 is cytotoxic to HCT116 spheroids and has a therapeutic window. (**a**) Sections of HCT116 colon cancer MCS (5 days after seeding cells in hanging drops), stained for Ki67, p27^Kip1^, pimonidazole adducts or Bip/Grp78. Scale bar, 500 μm. (**b**) Structure of VLX600. (**c**) HCT116 MCS were exposed to 6 μM VLX600 for 6 h and further incubated in drug-free medium, sectioned and stained for active caspase-3. Note the smaller size and necrotic areas (‘N’) of treated MCS. Median sections, scale bar, 500 μm. (**d**) VLX600 induces loss of clonogenicity of HCT116 MCS. Spheroids were exposed to each compound for 6 h, incubated for 5 days, dispersed and seeded for clonogenic outgrowth. Compound 21=VLX600 (*n*=3; means±s.d.). (**e**) Monolayer cultures of HCT116 cells and four immortalized cell lines were exposed to VLX600 for 72 h and viability determined using the fluorometric microculture cytotoxicity assay test^58^; (*n*=3; means±s.e.m.). (**f**) Different sensitivities of colon cancer and normal cells to VLX600. The IC_50_ values of colon cancer cells (HCT116, HT29, SW620, HT8, DLD and RKO) and immortalized cells (hTERT-RPE1, MCF10A, RPTEC/TERT1 and NeHepLxHT) are presented as box-plots (medians, 25–75th percentiles) and whiskers (10–90th percentiles; *P<0.05; the Mann–Whitney test). (**g**) Proliferation of HCT116 monolayer cells in the presence or absence of VLX600. Cells were seeded at 7,000 cells per well in 96-well plates. Viability was determined by the acid phosphatase test; note the decrease in cell number between 48 and 72 h. Shown are means±s.d. (*n*=3). (**h**) Proliferation of immortalized hTERT-RPE1 monolayer cells in the presence or absence of VLX600, conditions as in **e**, means±s.d. (*n*=3). (**i**) hTERT-RPE1 cells were seeded at 70,000 cells per well in 96-well plates in the presence or absence of 6 μM VLX600. hTERT-RPE1 cells do not proliferate at this cell density, VLX600 does not affect cell viability. Shown are means±s.d. (*n*=3). (**j**) Survival of primary tumour cells from colon carcinoma patients at different concentrations of VLX600; incubation was for 72 h (*n*=22). Shown are means±s.d.

**Figure 2:**
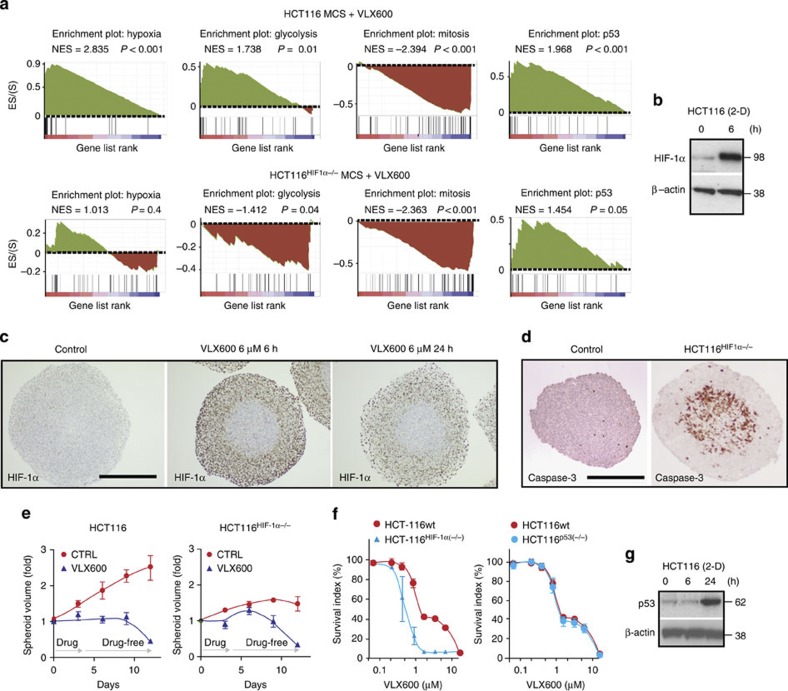
Induction of HIF-1α and a glycolytic response by VLX600. (**a**) GSEA plots of hypoxia, glycolysis, mitosis and p53 networks based on the gene expression profiles of HCT116 MCS or HCT116^HIF-1α−/−^ MCS exposed for 6 h to 6 μM VLX600. NES, normalized enrichment score; *P* values refer to the nominal *P* values generated after 1,000 permutations. (**b**) Monolayer HCT116 cells were exposed to 6 μM VLX600 and analysed for HIF-1α expression by western blotting after 6 h. (**c**) Spheroids were exposed to VLX600 for different times, sectioned and stained for HIF-1α. The spheroid core areas were lack of HIF-1α induction. Scale bar, 250 μm (**d**) HCT116^HIF-1α−/−^ MCS show strong positivity for active caspase-3 in core areas. Spheroids were fixed and stained for active caspase-3 5 days after formation; scale bar, 250 μm. (**e**) HCT116 and HCT116^HIF-1α−/−^ MCS were exposed for 72 h to VLX600 (6 μM) followed by drug wash-out. Diameters of the MCS were recorded and converted to volumes. Volume determinations are inaccurate at 4–10 days since MCS disintegrate and dead cells stick to spheroid structures (the transient increase in the volume of VLX600-treated HCT116^HIF-1α−/−^ MCS is likely to be an artifact). Shown are means±s.d. (*n*=3). (**f**) HCT116, HCT116^HIF-1α−/−^ or HCT116^p53−/−^ monolayer cells were exposed to VLX600 and viability was determined after 72 h using the fluorometric microculture cytotoxicity assay. Shown are means±s.e.m. (*n*=3). (**g**) Monolayer HCT116 cells were exposed to 6 μM VLX600 and analysed for p53 expression by immunoblotting at the times indicated.

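Targets of p53 were higher and genes of mitosis lower in HCT116 HIF-1α-/- MCS as well. Among the p53 targets, SESN1, TP53INP1 and PPM1D were higher in both lines, whereas GDF15, already high in the HCT116 HIF-1α-/- control, was higher with VLX600 in HCT116 MCS only. The mitotic checkpoint kinase gene BUB1B and the genes DLGAP5 and DEPDC1 were among the most decreased in HCT116 HIF-1α-/- MCS. Hypoxia targets, and less so glycolysis enzymes, were shifted to higher ranks in HCT116 MCS, without a clear shift in HCT116 HIF-1α-/- MCS. Of the 35 p53 targets, 28 had a log2 ratio above 0 in HCT116 HIF-1α-/- MCS and 10 were above the technical limit, with a median of 0.34; 24 were above 0 in both lines and 8 were above the limit in both. The log2 ratio was 1.33 for SESN1, 0.84 for TP53INP1, 0.77 for PPM1D and −0.38 for GDF15. GDF15 had a signal of 27834 units in the HCT116 HIF-1α-/- control, against 5579 units in the HCT116 control and 15890 units in HCT116 MCS with VLX600. The only p53 target below the limit was PANK1, a pantothenate kinase gene named after its value was seen, at −1.26. Of the 70 genes of mitosis, 69 were below 0, 48 below the limit and 27 at least 2-fold lower, 13 of them in both lines, and the median was −0.85. BUB1B had a log2 ratio of −2.10, DLGAP5 of −1.91 and DEPDC1 of −1.78. The weighted running-sum enrichment score over the genes ranked by log2 ratio in HCT116 MCS was 0.914 for the hypoxia targets, 0.583 for the glycolysis enzymes, 0.758 for the p53 targets and −0.884 for the mitosis genes. Divided by the mean of random lists, these gave normalized scores of 3.18 ± 0.08, 1.77 ± 0.33, 2.59 ± 0.14 and −3.19 ± 0.07 (jackknife SE over list members). In HCT116 HIF-1α-/- MCS the scores were 0.220 for the hypoxia targets, −0.191 for the glycolysis enzymes, 0.538 for the p53 targets and −0.811 for the mitosis genes. The normalized scores in HCT116 HIF-1α-/- MCS were 0.77 ± 1.95, −0.57 ± 1.36, 1.88 ± 0.29 and −3.14 ± 0.09 in this order. With ranks alone, the normalized scores in HCT116 MCS were 6.13 for hypoxia, 4.13 for p53 and −7.00 for mitosis, and in HCT116 HIF-1α-/- MCS 3.05 for p53, −6.58 for mitosis and −0.70 for hypoxia. The glycolysis score in HCT116 HIF-1α-/- MCS turned to 0.46 without probe sets that may bind several transcripts and to 0.39 with linear ratios, and that of hypoxia to −0.72 with the glycolysis genes joined.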

**Figure 3:**
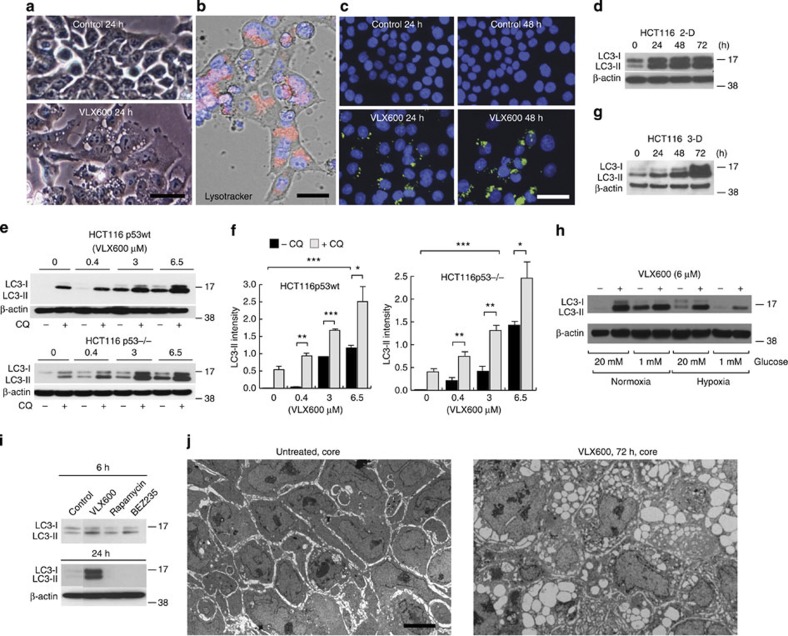
Induction of autophagy by VLX600. (**a**) Phase contrast microphotographs of monolayer HCT116 cells exposed to 6 μM VLX600 for 24 h showing cytoplasmic vacuoles (scale bar, 20 μm). (**b**) Acidic vacuoles in HCT116 cells exposed to 6 μM VLX600 for 24 h revealed by staining with Lysotracker (scale bar, 10 μm). (**c**) HCT116 cells were exposed to VLX600 (6 μM) and stained with an antibody to LC3 (scale bar, 20 μm). (**d**) Time-dependent induction of LC3-II protein by 6 μM VLX600 in HCT116 monolayer cultures. Extracted proteins were subjected to immunoblotting. (**e**) VLX600 induces autophagic flux in monolayer HCT116 and HCT116^p53−/−^ cells. Proteins were extracted from cells exposed to different concentrations of VLX600 in the presence or absence of 25 μM chloroquine (CQ) and subjected to immunoblot analysis. Short film exposures were used to allow detection of the effect of CQ. (**f**) LC3-II levels were quantified relative to β-actin (shorter exposure films were used for scanning). Treatments as in **e**. Shown are means±s.e.m. (*n*=3); (*P<0.05, **P<0.01, ***P<0.001; *t*-test). (**g**) Induction of LC3-II protein by 6 μM VLX600 in MCS cultures of HCT116. Proteins were extracted and subjected to immunoblotting. (**h**) Induction LC3-II protein by 6 μM VLX600 in monolayer HCT116 cells during conditions of high and low glucose, and normoxia and hypoxia (0.5% O_2_). LC3 was detected by immunoblotting. (**i**) Sustained induction of LC3-II is observed after treatment with VLX600 but not with rapamycin or NVP-BEZ235 (an mTOR inhibitor and PI3K/mTOR inhibitor). Cells were treated for the times indicated and processed for immunoblotting (β-actin control for 24 h panel). (**j**) Electron micrographs of MCS sections. HCT116 MCS were treated with 0.5% DMSO (left) or 6 μM VLX600 (right) for 6 h at day 5 after formation. MCS were further incubated for 72 h sectioned and processed for EM. Scale bar, 5 μm.

**Figure 4:**
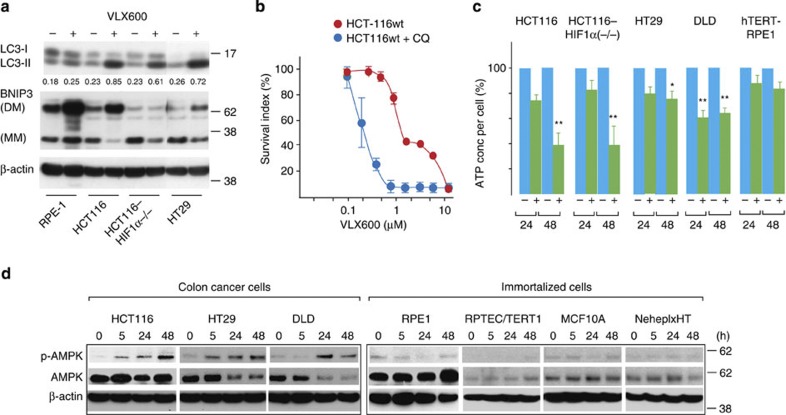
VLX600-induced autophagy is a protective response. (**a**) Analysis of LC3 and BNIP3 expression after VLX600 treatment of different human cell lines. Cells were treated with VLX600 (6 μM) for 24 h and analysed by western blotting. BNIP forms monomers (MM) and dimers (DM; stable in SDS). All lanes are from the same exposure of the same film. (**b**) Effect of chloroquine (CQ) on cytotoxicity of VLX600 in HCT116 monolayer cells. Cells were exposed to VLX600 in the presence of absence of 25 μM CQ and viability was determined after 72 h using the fluorometric microculture cytotoxicity assay. Shown are means±s.e.m. (*n*=3). (**c**) Levels of ATP in colon cancer cell lines and immortalized hTERT-RPE1 cells after different times of VLX600 exposure. The levels of ATP were corrected for the number of viable cells. Shown are means±s.e.m. (*P<0.05, **P<0.01; *t*-test; *n*=3). (**d**) Monolayer colon carcinoma and immortalized cells were exposed to 6 μM VLX600 and analysed for phospho-AMPK, AMPK and β-actin by western blotting at the times indicated. Note the induction of phospho-AMPK in colon cancer cells, but not immortalized cells.

**Figure 5:**
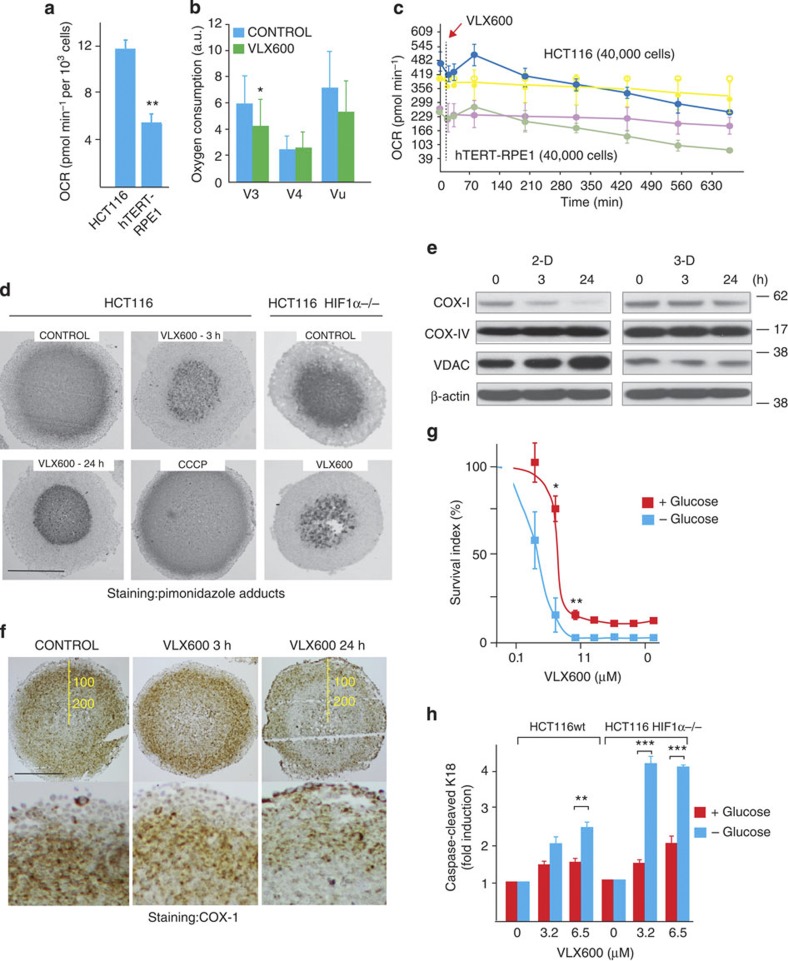
VLX600 causes mitochondrial dysfunction. (**a**) OCRs in HCT116 and immortalized hTERT-RPE1 cells in monolayer culture. OCR was determined in a Seahorse XF analyser and data represent means (± s.e.m.); **P<0.01 (*t*-test; *n*=3). (**b**) VLX600 inhibits oxygen consumption in HCT116 cells. State 4 respiration (V_4_) was measured in the presence of 1 μg ml^−1^ oligomycin, which blocks mitochondrial ATP synthase. Uncoupled respiration (V_u_) was assessed in the presence of 3 μM carbonyl cyanide *m*-chlorophenylhydrazone (CCCP). Experiments performed using a Clark-type electrode (*n*=3; means±s.e.m; *P<0.05, *t*-test). For the definition of state 3 and 4 respiration, see Chance and Williams^63^ (**c**) Transient increases followed by decreases in OCR following VLX600 exposure. OCR was determined using a Seahorse XF analyser. An ~50% decrease in OCR was observed over 10 h. Shown are means±s.d. (*n*=3). (**d**) VLX600 reduces MCS hypoxia. Spheroids (HCT116 or HCT116^HIF-1α−/−^) were exposed to vehicle, 6 μM VLX600 or the uncoupler CCCP, treated with pimonidazole, sectioned and stained with an antibody to pimonidazole adducts. Scale bar, 250 μm. (**e**) Effect of VLX600 on the expression of mitochondrial proteins. HCT116 cells grown in monolayer or as MCS were analysed for the expression of COX subunit 1 (COX-I), COX subunit-IV (COX-IV and VDAC. Cells were exposed to 6 μM VLX600 for the times indicated and analysed by immunoblotting. (**f**) Staining of sectioned HCT116 MCS for COX-1. Cells were exposed to 6 μM VLX600 for the times indicated, sectioned and stained. Scale bar, 250 μm. (**g**) HCT116 monolayer cells were exposed to different concentrations of VLX600 in glucose-containing or glucose-free medium. Cell viability was determined after 72 h using the fluorometric microculture cytotoxicity assay. Shown are means±s.e.m; *P<0.05 **P<0.01, *t*-test (*n*=3). (**h**) HCT116 or HCT116^HIF-1α−/−^ cells were exposed to VLX600 in the presence of absence of glucose as in **g**. The levels of caspase-cleaved K18 was determined after 24 h by ELISA. Shown are means±s.d.; **P<0.01, ***P<0.001, *t*-test (*n*=3).

**Figure 6:**
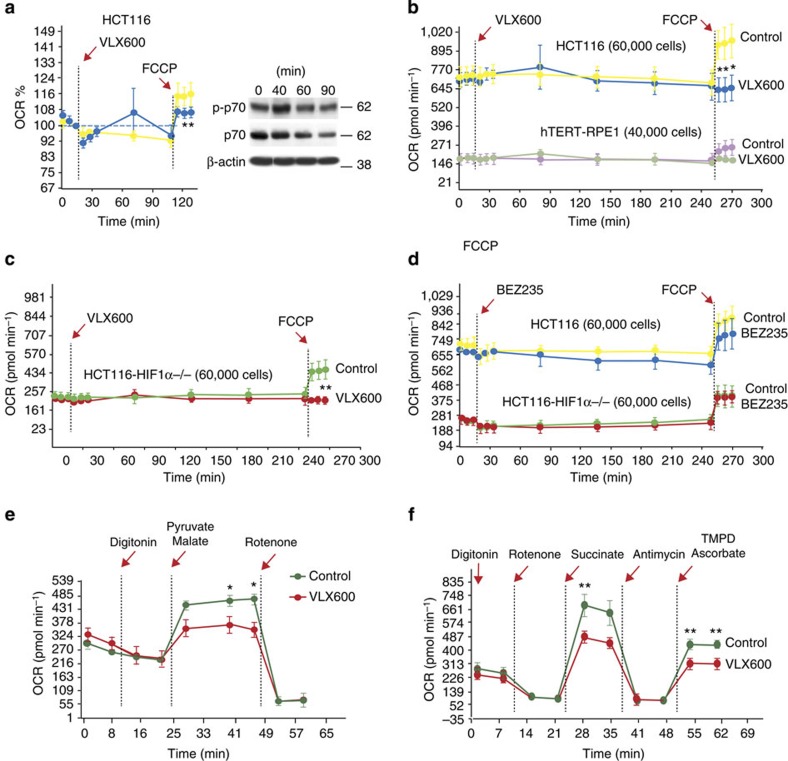
Characterization of mitochondrial dysfunction. (**a**) Impaired stimulation of OCR by carbonyl cyanide-4-trifluorometh-oxyphenylhydrazone (FCCP) after 90 min of VLX600 exposure. OCR was analysed using a Seahorse XF analyser. VLX600 (6 μM) was injected after 18 min and OCR was recorded. FCCP was injected where indicated. Phosphorylation of p70 was examined by western blotting during the same time period. Shown are means±s.d. (*n*=3); *P<0.05 (*t*-test). (**b**) Loss of stimulation of OCR by FCCP after 4 h of exposure of HCT116 or hTERT-RPE1 cells to VLX600 (6 μM). Shown are means±s.d. (*n*=3), *P<0.05 (*t*-test). (**c**) Loss of stimulation of OCR by FCCP after 4 h of VLX600 exposure of HCT116^HIF-1α−/−^ cells. Shown are means±s.d. (*n*=3), **P<0.01 (*t*-test), (**d**) NVP-BEZ235 does not abolish mitochondrial reserve capacity for oxygen consumption after FCCP treatment. Cells were exposed as in **a**–**c** except that NVP-BEZ235 was used (0.2 μM). Shown are means±s.d. (*n*=3). (**e**) VLX600 partially inhibits complex I. Pyruvate and malate were added to digitonin-permebilized cells and OCR was monitored. Shown are means±s.d. (*n*=3), *P<0.05 (*t*-test). (**f**) VLX600 inhibits complex II and IV. Succinate and *N*,*N*,*N*’,*N*’-tetramethyl-1,4-phenylene diamine/ascorbate were added to digitonin-permeabilized cells and OCR was monitored. Rotenone was added before succinate to inhibit complex I. Shown are means±s.d. (*n*=3), **P<0.01 (*t*-test).

**Figure 7:**
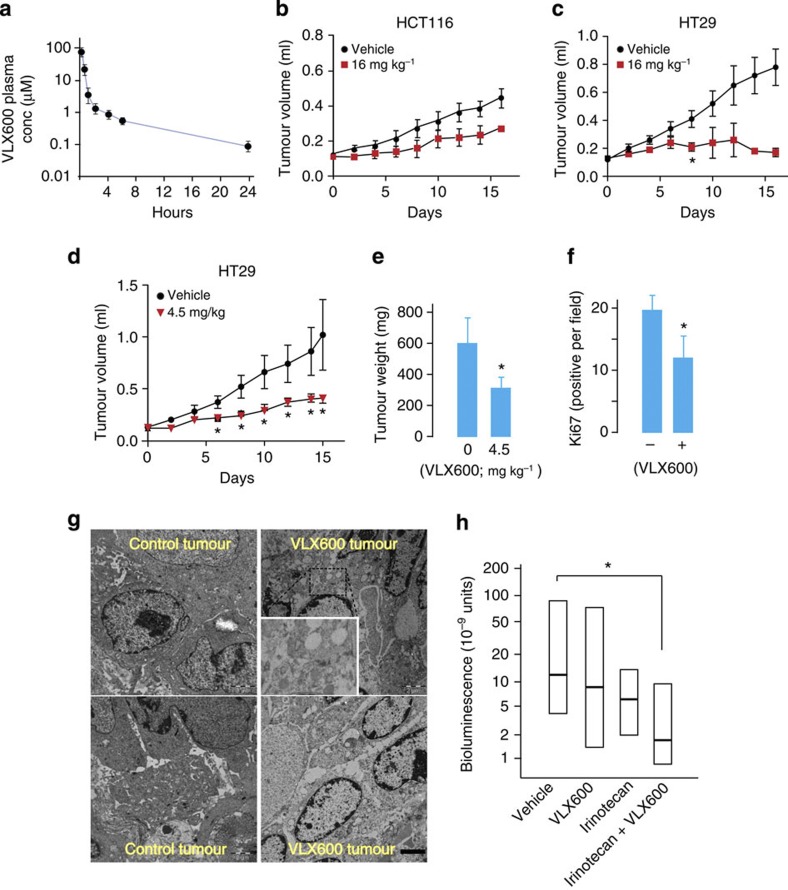
*In vivo* activity of VLX600 on colon carcinoma xenografts. (**a**) Pharmacokinetic profile of VLX600 following intravenous injection (16 mg kg^−1^). Plasma was analysed by mass spectrometry (*n*=3; means±s.e.m.). (**b**) Antitumour effect of VLX600 on HCT116 colon carcinoma xenografts (16 mg kg^−1^). Mice were treated every third day for 16 days (means±s.d.; *n*=7). (**c**) Antitumour effect of VLX600 on HT29 xenografts (16 mg kg^−1^). Mice were treated with drug intravenously every third day for 16 days (*n*=8 for control; *n*=11 for VLX600). The study was only carried through for two animals from the VLX600 group because of toxicity at the injection site (tail vein); *P*=0.02 (*t*-test) for six animals in VLX600 group at day 8. Shown are means±s.d. (**d**) Antitumour effect of VLX600 on HT29 xenografts. Mice were treated with drug every third day for 15 days (*n*=6 in vehicle; *n*=7 in 4.5 mg kg^−1^ VLX600 group; all animals from treated groups completed the study). Differences between treated groups and control are significant at *P*<0.05 (*t*-test) from day 6. Shown are means±s.d. (**e**) Animals were killed, and the tumours were excised and weighed (means±s.d.; *P*<0.05 (*t*-test)). Same animals as in **d**. (**f**) Tumour cell proliferation in VLX600-treated tumours. Animals were treated with 16 mg kg^−1^ VLX600 24 h before killing. Tumours were sectioned and stained for Ki67. Labelling index was scored blindly (*n*=3; shown are means±s.d.; * *P*<0.05 (*t*-test)). (**g**) Electron micrographs of xenografted HCT116 tumours from mice repeatedly treated with VLX600 intravenously (last treatment 24 h before the killing) and control tumours. Viable cells contained multiple vesicles and few discernible mitochondria (scale bar, 2 μm). (**h**) HT29-LUC colon carcinoma cells were implanted orthotopically in SCID mice (*n*=9 or 10). Animals were treated with irinotecan (45 mg kg^−1^, days 11 and 15) and/or VLX600 (8 mg kg^−1^, every other day × 5, days 11–20) and bioluminescence was measured at day 35. Owing to the large variation between animals, medians and quartiles are shown (the Mann–Whitney test, *P<0.05).

**Figure 8:**
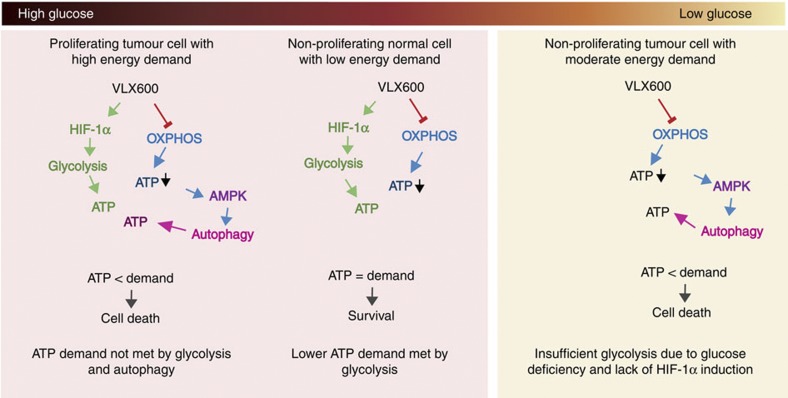
Model for the cytotoxic effects of VLX600 on tumour cells. VLX600 impairs OXPHOS and induces a HIF-1α-dependent shift to glycolysis. This shift will be protective to tumour cells and normal cells in microenvironments where glucose is available. Tumour cells will not meet their energy demands solely by glycolysis, leading to induction of autophagy. In metabolically compromised microenvironments, the ability to shift to glycolysis will be limited because of glucose unavailability and lack of HIF-1α-stabilization. The lack of metabolic plasticity in the deep tumour parenchyme represents a therapeutic opportunity.

# Supplementary material for: Induction of mitochondrial dysfunction as a strategy for targeting tumour cells in metabolically compromised microenvironments
**Source:** Nat Commun. 2014 Feb 18;5:3295. doi: 10.1038/ncomms4295
**Supplement:** Supplementary Information — Supplementary Figures 1-8

## SUPPLEMENTARY INFORMATION

## Supplementary Figure 1

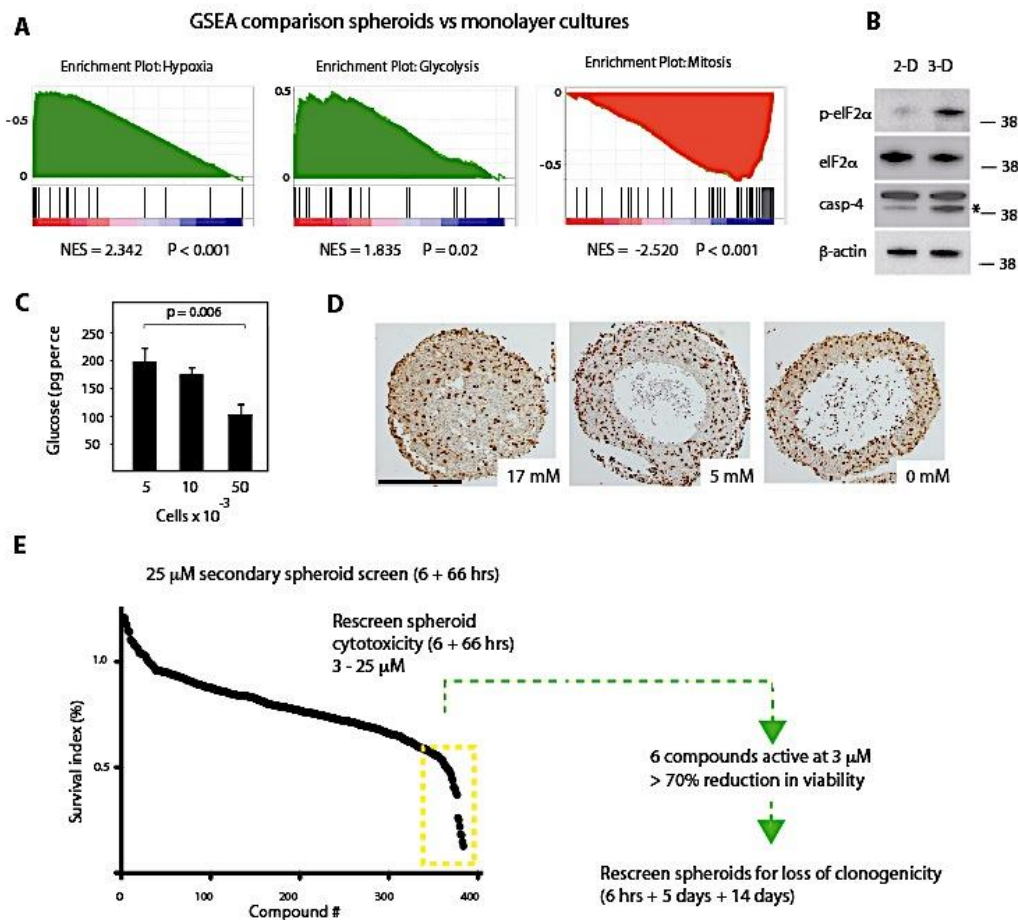

(a) Gene Set Enrichment Analysis (GSEA) plot of transcriptomes from 5 day spheroid (MCS) cultures and monolayer cultures of HCT116 cells. GSEA plots are for hypoxia, glycolysis and mitosis. NES: normalized enrichment score.

(b) ER stress in HCT116 MCS. Proteins were extracted from monolayer and 5 day MCS cultures and subjected to western blotting using the indicated antibodies. Increased cleavage of caspase-4 in cells grown as spheroids shown by asterisk.

(c) Glucose concentration in MCS. Different number of cells were seeded per well to generate MCS with different sizes (number of cells x 10<sup>-3</sup>). Glucose was measured after 5 days. Larger MCS contain lower levels of glucose/cell. Glucose levels subsequently decreased to ~50% of these values at day 9. Shown are means ± S.D. (n = 3); t-test.

(d) Viability of MCS core areas is dependent on glucose availability. HCT116 MCS were formed in high-glucose medium, shifted to the indicated concentrations of glucose for 24 h followed by fixation and sectioning. Bar = 250 μm.

(e) Screen for compounds that induce loss of viability of HCT116 colon cancer MCS. Spheroids (5-day after formation) were treated for 6 h with 25 μM of compounds from the Chembridge DiverseSet (10,000 cpds) and viability was measured using the acid phosphatase test. Compounds inducing > 50% loss of viability were rescreened at 25, 12, 6 and 3 μM at the same conditions. This procedure finally lead to the identification of 6

compounds active at 3  $\mu\text{M}$ . These 6 compounds were then tested for reduction of clonogenicity of HCT116 MCS (see Figure 1d).

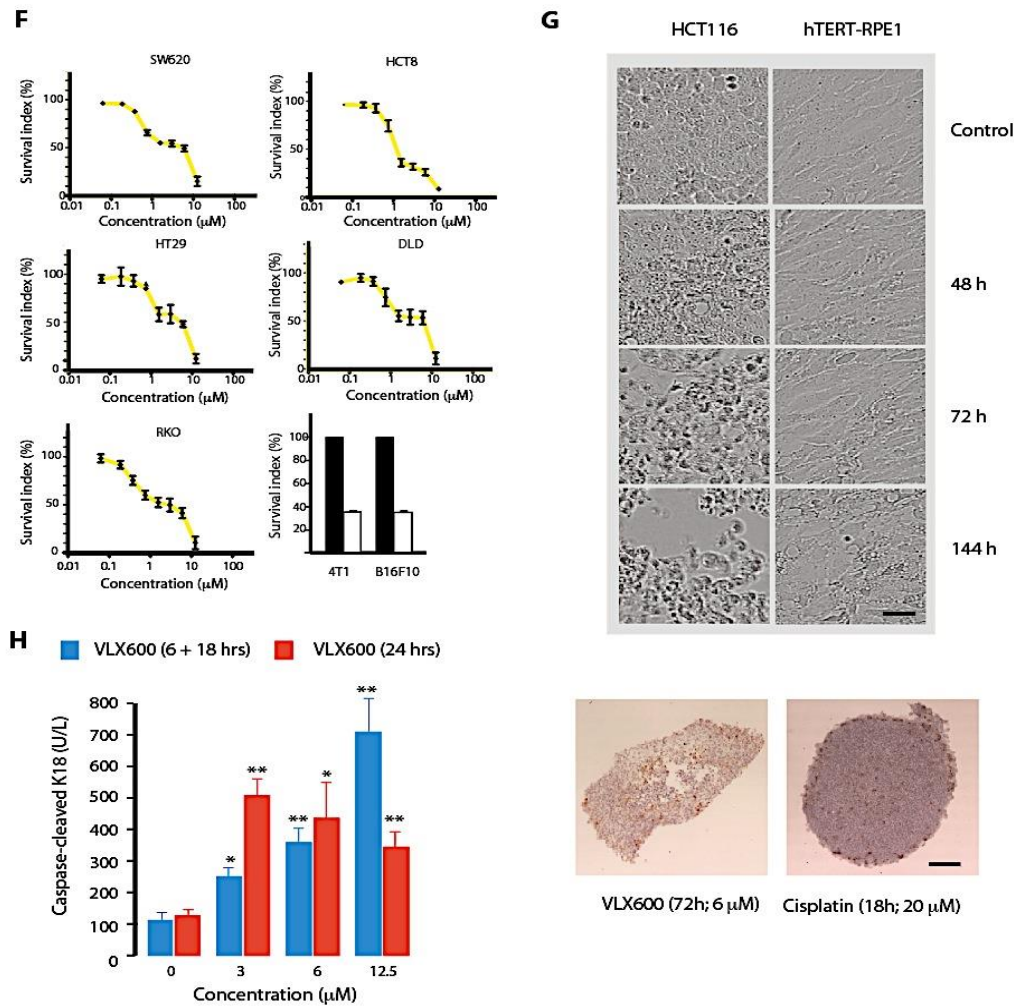

(f) Monolayer cultures of a panel of human colon cancer cell lines were incubated with the indicated concentrations of VLX600 and viability was examined after 72 hours using FMCA (Lindhagen et al., Nature Protoc. 3 (2008) 1364-9). In the lower right panel, two mouse cell lines (4T1 breast carcinoma; B16F10 melanoma) were exposed to 6  $\mu\text{M}$  VLX600 and viability measured after 72 h. ( $n = 3$ ; means  $\pm$  S.E.M)

(g) Phase contrast microscopic images of HCT116 and hTERT-RPE1 cells treated with 6  $\mu\text{M}$  VLX600 for the indicated times in hours. Bar = 25  $\mu\text{m}$ .

(h) (left) Induction of caspase-cleaved keratin 18 (ccK18) by VLX600. Monolayer cells were treated with the indicated concentrations of VLX600 either continuously for 24 h or for 6 h followed by medium change and incubation in drug-free medium for 18 hours. Accumulation of caspase-cleaved K18 was determined using the M30 CytoDeath® ELISA. The assay provides an integrative determination of apoptosis by analysing ccK18 in both cells and cell medium (non-ionic detergent was added to the cell medium at the end of the incubation and all content analysed). Shown are means  $\pm$  S.D. ( $n = 3$ ); (\*  $p < 0.05$ , \*\*  $p < 0.01$ ; t-test).

(right) Staining for active caspase-3. MCS were exposed to VLX600 (6  $\mu\text{M}$ ; 72 h) or cisplatin as a reference (20  $\mu\text{M}$ ; 18 h), sectioned and stained for active caspase-3. The diffuse staining of MCS exposed to VLX600 and the peripheral staining of MCS exposed to cisplatin. Bar = 100  $\mu\text{m}$ .

I

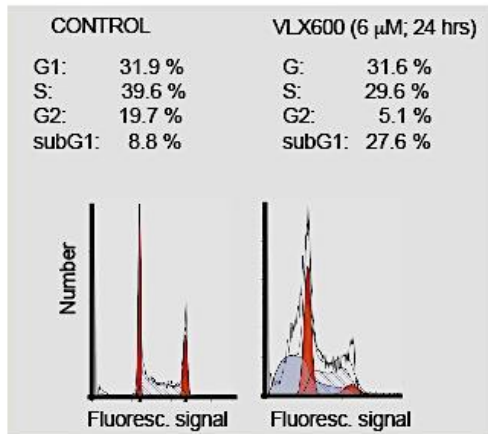

K

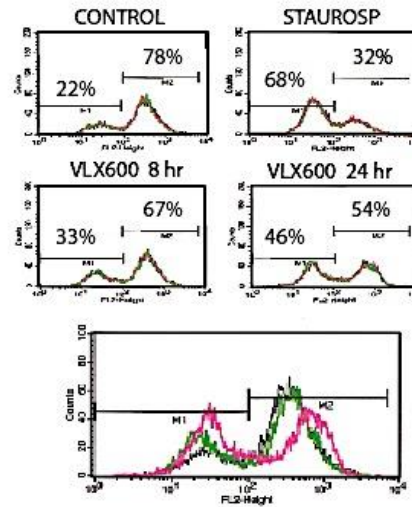

L

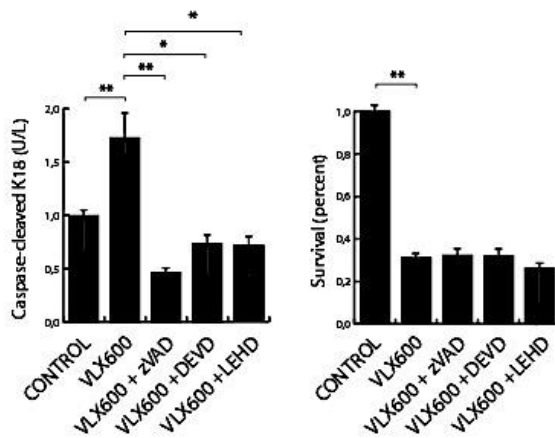

(i) Cell cycle analysis of VLX600-treated cells (6  $\mu$ M, 24 hours). Cells were stained with propidium iodide and analysed by flow cytometry.

(k) Analysis of mitochondrial membrane potential ( $\Delta\psi$ ) by staining with JC1 and flow cytometry. The number of cells which are weakly stained by JC1 increased from 22% in control to 46% after 24 h of treatment with VLX600. Cells were treated with 6  $\mu$ M VLX600 or 1  $\mu$ M staurosporine. In the lower panel the JC1 data is presented in a composite form; black = untreated; green = 8 hrs VLX600, pink = 24 hours.

(l) Inhibition of caspase-cleavage of K18, but not cell survival, by caspase inhibitors. HCT116 cells were exposed to 6  $\mu$ M in the presence or absence of the indicated caspase inhibitors (10  $\mu$ M). The levels of ccK18 was quantified after 24 h (left) and cell viability after 72 h (right). Statistical analysis by t-test (comparisons as indicated). The low levels of ccK18 in samples exposed to VLX600 and caspase-inhibitors is due to inhibition of spontaneous apoptosis observed in the untreated control during the incubation period. Shown are means  $\pm$  S.D. (n = 3); (\* p < 0.05, \*\* p < 0.01; t-test).

## Supplementary Figure 2

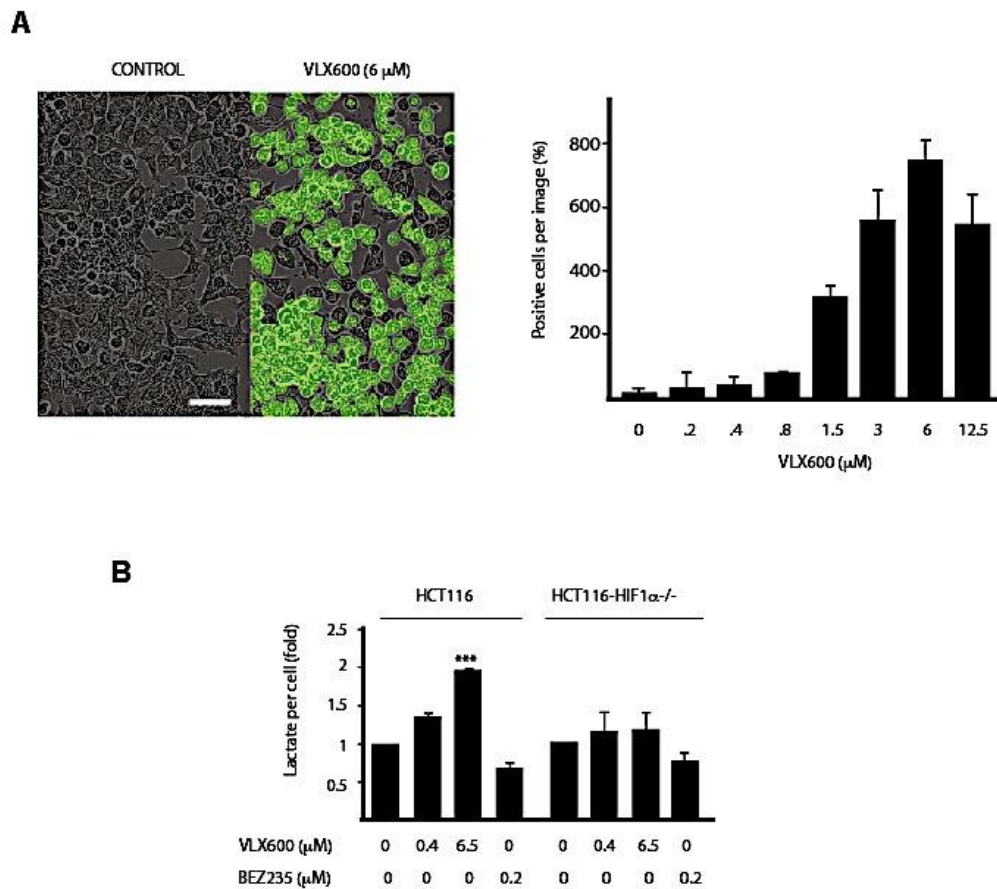

(a) Accumulation of GFP in HCT-116 HRP/EGFP cells exposed to the indicated concentrations of VLX600. This reporter cell line has been described by Ravizza *et al.* (Eur J Cancer 45 (2009) 890–8) and expresses EGFP under the control of an artificial hypoxia-responsive promoter (HRP). The number of positive cells per image is quantified to the right; Shown are means  $\pm$  S.D. (n=3). Bar=100 $\mu$ m.

(b) Lactate levels in the medium of HCT116 or HCT116<sup>HIF-1 $\alpha^{-/-}$</sup>  cells were assayed after 24 hours after treatment with VLX600 or NVP-BEZ235 at indicated concentrations. The increase of lactate between 0.4 to 6  $\mu$ M is significant at  $p = 0.0007$  (t-test); the small increases in HCT116<sup>HIF-1 $\alpha^{-/-}$</sup>  cells were not significant. VLX600, but not the PI3K/mTOR inhibitor NVP-BEZ235, induces increased production of lactate in HCT116 cells. Shown are means  $\pm$  S.D. (n = 3); (\*\*\*)  $p < 0.001$ ; t-test).

## Supplementary Figure 3

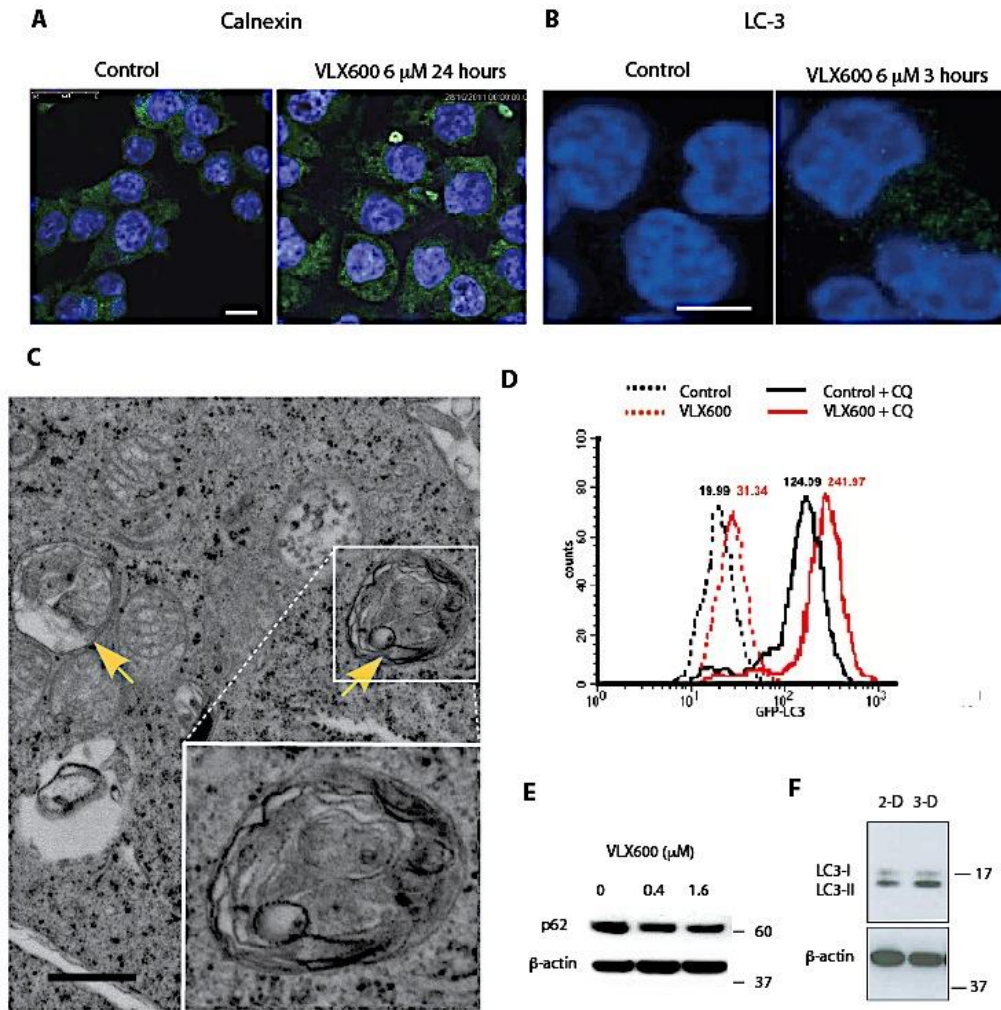

(a) HCT116 cells (VLX600-exposed and control as indicated) stained with an antibody to the ER marker calnexin. The vesicles observed in Figure 3a do not stain with the calnexin antibody. Bar = 5  $\mu$ m.

(b) Confocal microscopy analysis of HCT116 cells exposed to VLX600 (6  $\mu$ M, 3 h) and stained with an antibody to LC3. The increased small cytoplasmic dots are likely to be autophagosomes. Bar = 5  $\mu$ m.

(c) Electron microscopy of HCT116 cells exposed to VLX600 (6  $\mu$ M) for 24 h. Autophagosomes containing partially digested structures are indicated with arrows. Bar = 0.5  $\mu$ m.

(d) Autophagic flux was confirmed using osteosarcoma HOS cells expressing GFP-LC3. Cells were treated with 6  $\mu$ M VLX600 and 50  $\mu$ M chloroquine (CQ) was added during the last 4 hours of incubation. After mild saponin extraction, autophagosomes-associated LC3 fluorescence was measured by flow cytometry (for details of the method, see Eng *et al.*, Autophagy 6 (2010) 634). The data show that VLX600 induced a significant increase in autophagic flux.

(e) Exposure to VLX600 leads to decreases in the levels of p62/SQSTM1. HCT116 cells were treated with the indicated concentrations of VLX600 for 24 hours and subjected to western blotting.

(f) Analysis of LC3 levels in HCT116 cells grown in monolayer culture or as MCS. Proteins were extracted from HCT116 cells grown in monolayer or as MCS and subjected to western blotting.

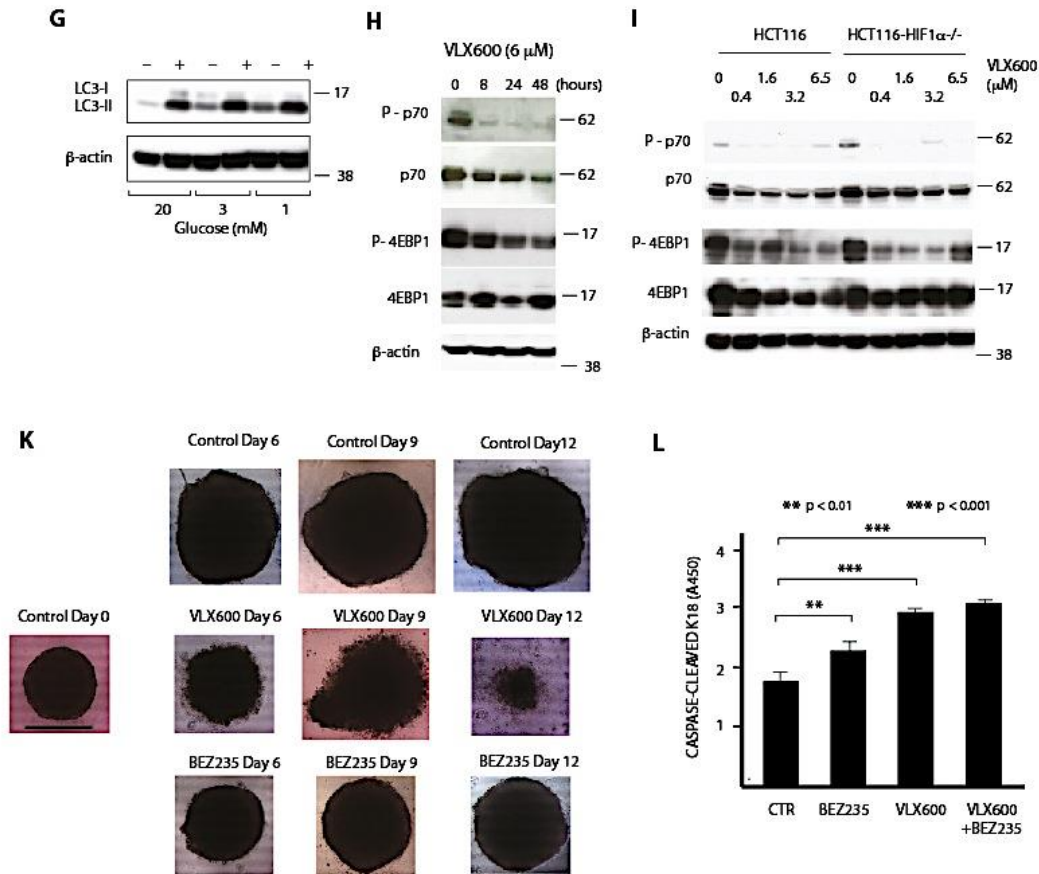

(g) Analysis of LC3 levels in HCT116 cells grown in different concentrations of glucose in monolayer culture.

(h) VLX600 decrease phosphorylation of p70 and 4EBP1. HCT116 cells were exposed to VLX600 (6 μM) for the times indicated and protein extracts were processed for western blotting.

(i) Reduction of phosphorylation of 4EBP1 and p70 by VLX600 does not require HIF1-α. HCT116<sup>wt</sup> or HCT116<sup>HIF-1α<sup>-/-</sup></sup> cells were exposed to different concentrations of VLX600 for 24 hours and subjected to western blotting using the indicated antibodies.

(k) MCS were treated with the indicated compounds for 3 days, washed and incubated in drug-free medium. Photographs were taken at the times indicated. Note that VLX600-treated MCS have undistinct borders, indicative of dead cells (the collapse between day 9 and 12 is due to disintegration of dead cells). Also note that the PI3K/mTOR inhibitor NVP-BEZ235 inhibits MCS growth but does not eradicate MCS. Bar = 500 μm (in the control day 0 photograph).

(l) Apoptosis induction in HCT116 MCS by VLX600 or NVP-BEZ235. MCS were exposed for 24 h to VLX600 (6 μM) or NVP-BEZ235 (0.2 μM) and the accumulated levels of caspase-cleaved K18 were determined using M30 CytoDeath® ELISA. Shown are means ± S.D. (n = 3); statistics by t-test.

## Supplementary Figure 4

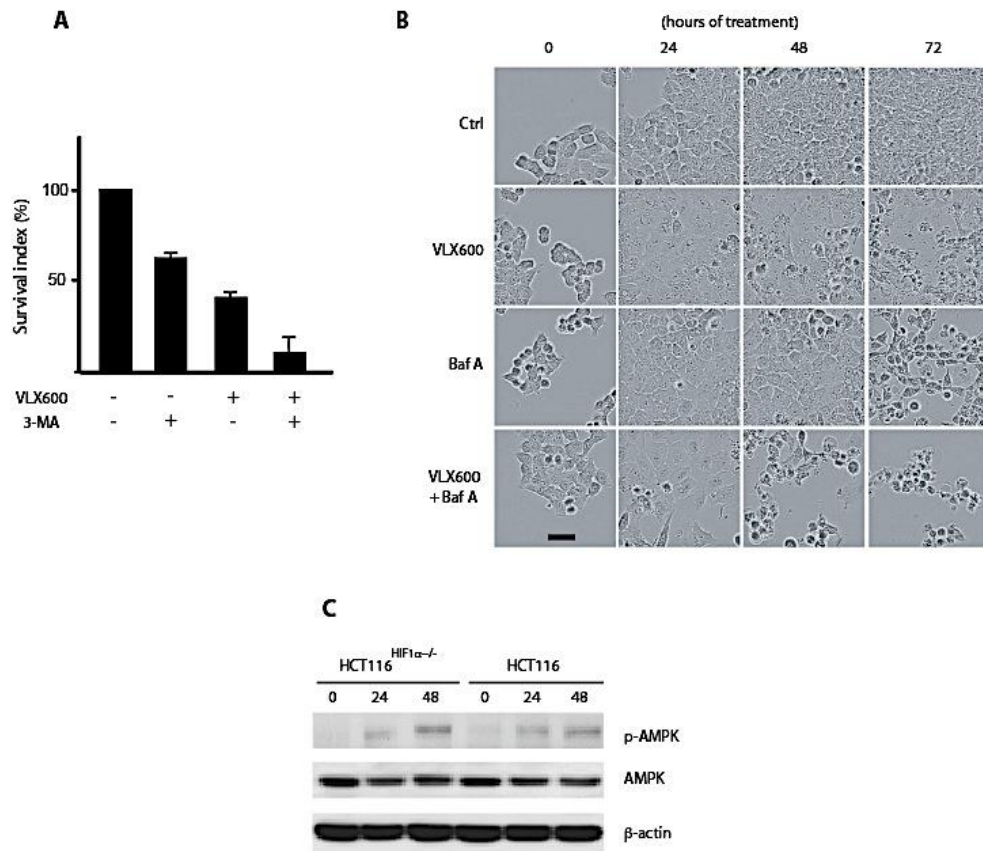

(a) HCT116 cells were treated for 48 hours with 6  $\mu$ M VLX600 in the presence or absence of 3 mM 3-MA (3-methyladenine) as indicated and viability was determined by the acid phosphatase test. (n = 3, Shown are means  $\pm$  S.D.).

(b) HCT116 cells were treated with 6  $\mu$ M VLX600 in the presence or absence of 0.25  $\mu$ M bafilomycin A as indicated and photographed under the phase contrast microscope. Bar = 100 $\mu$ m.

(c) HCT116 or HCT116<sup>HIF-1 $\alpha$ -/-</sup> cells were treated with 6  $\mu$ M VLX600 for 24 or 48 hours and subjected to western blotting using antibodies to total or phosphorylated AMPK.

Supplementary Figure 5

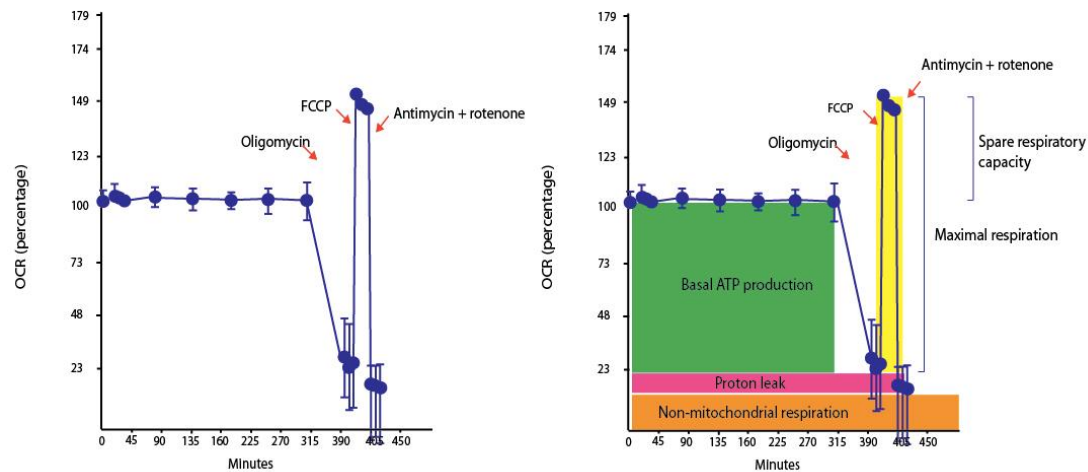

Analysis of oxygen consumption rates (OCR) in HCT116 cells using a Seahorse XF Analyzer. Oligomycin was added to the cells, followed by the uncoupler FCCP and antimycin/rotenone. Shown are means  $\pm$  S.D.(n = 3). The  $\sim 75\%$  decrease in oxygen consumption rates after addition of oligomycin shows that oxidative phosphorylation is responsible for the majority of oxygen consumption in this colon carcinoma cell line. A guide to the interpretation of results is provided in the right panel (showing the same data as in the left panel).

Supplementary Figure 6

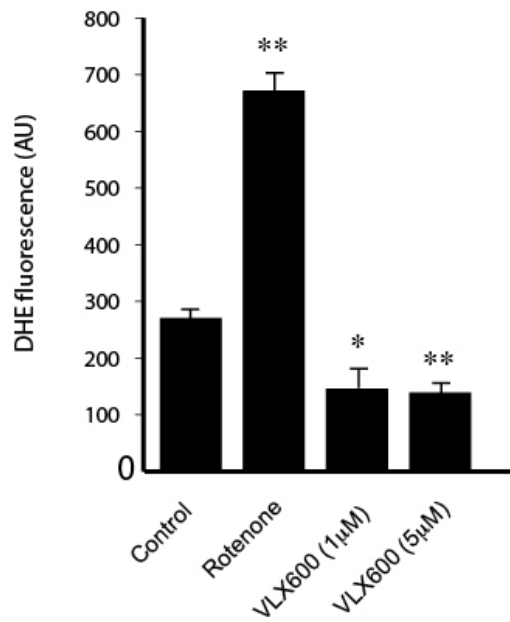

VLX600 reduces ROS levels in HCT116 cells. ROS was determined using staining with dihydroethidium after 24 h. Rotenone (10  $\mu$ M), was used as a positive control. (n = 3. Shown are means  $\pm$  S.D. ; \* p < 0.05 \*\* p < 0.01; t-test).

## Supplementary Figure 7

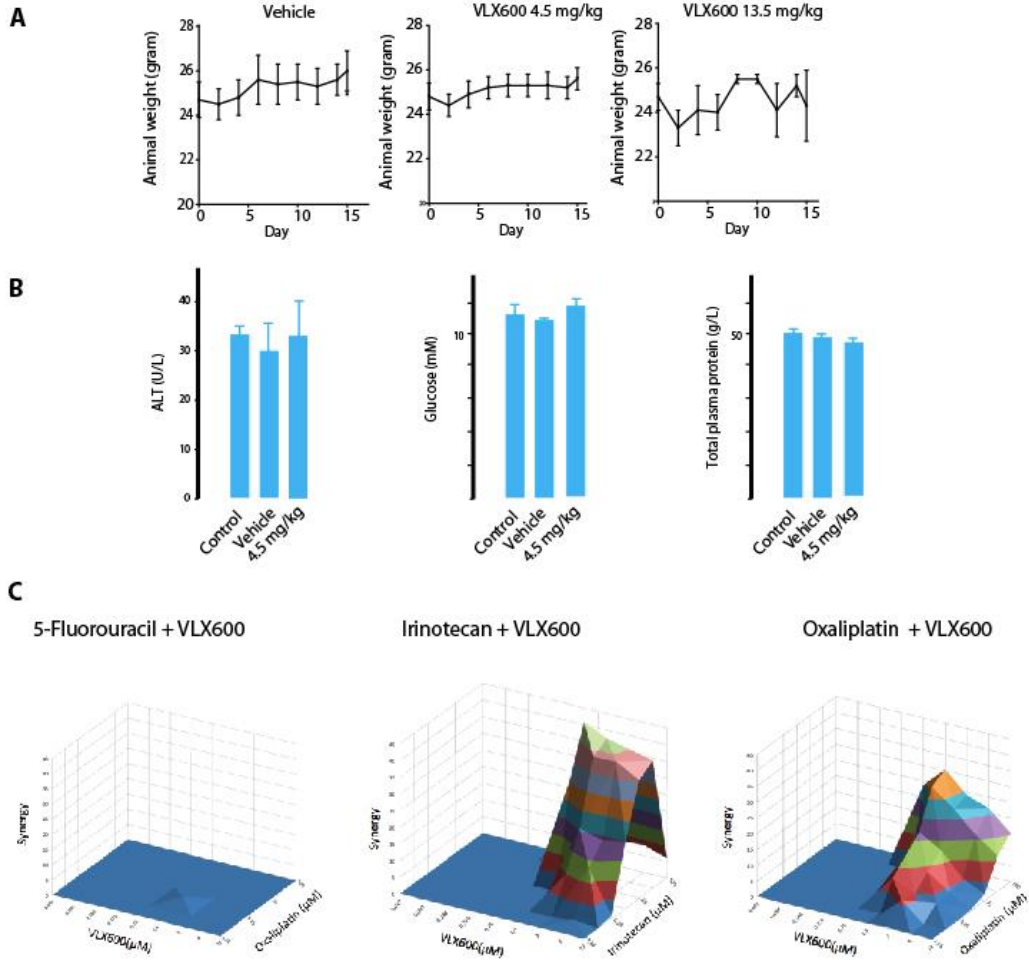

(a) Weight of animals ( $n = 8$ ) treated with the indicated doses of VLX600. Means  $\pm$  S.D.

(b) Plasma concentrations of ALT (alanine transaminase), glucose and total plasma protein determined at the time of sacrifice of animals. Means  $\pm$  S.D. ( $n = 8$ ).

(c) Effect of combination therapy. VLX600 was used to treat HCT116 cells in combination with 5-fluorouracil, irinotecan or oxaliplatin for 72. Viability was tested using FMCA. In these graphical illustrations (using MacSynergy™ II (Pritchard, Aseltine and Shipman, Univ of Michigan)), additive effects are shown as a flat surface, synergies as "mountains" and antagonistic effects as "valleys".

## Supplementary Figure 8

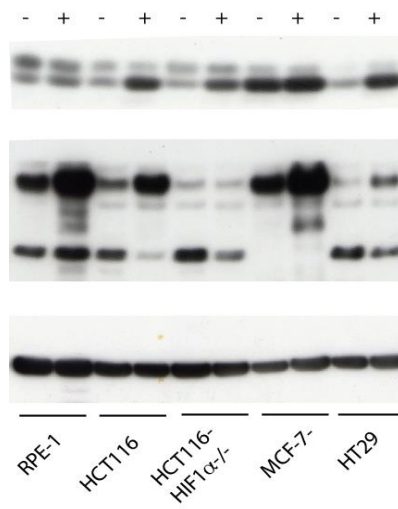

LC-3

Uncropped images of Fig 4a. MCF-7 is a breast cancer cell line and these slots were removed in Fig. 4a.

BNIP3

β-actin

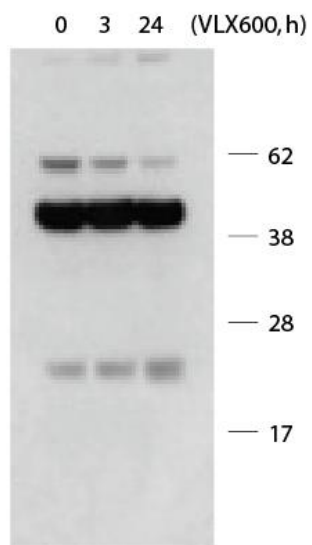

COX-1

β-actin

Cross-reacting  
material

Immunoblot probed both for COX-1 and β-actin (Fig. 5e).

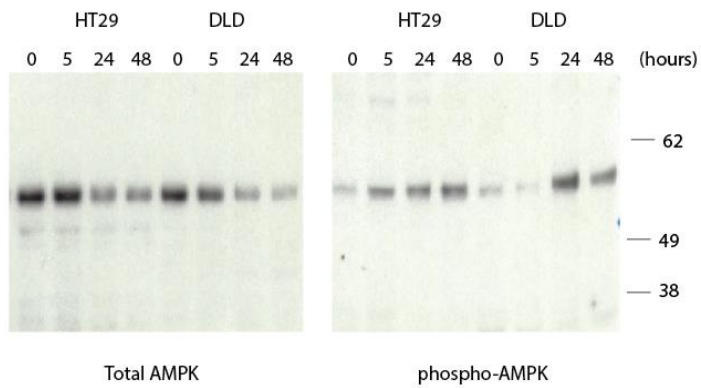

Key experiment showing induction of AMPK phosphorylation in colon cancer cells after exposure to 6  $\mu$ M VLX600. All slots are shown in Fig. 4d.

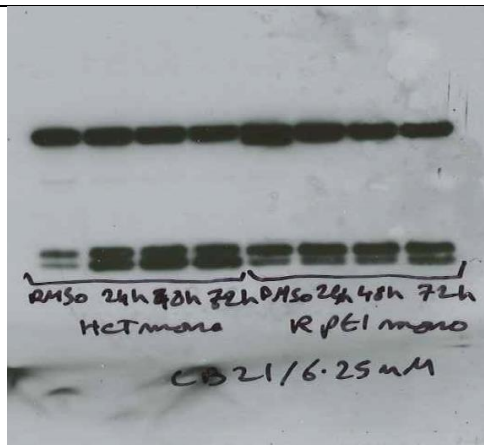

Immunoblot probed both for LC3 (lower bands) and  $\beta$ -actin (upper band). The left four slots are shown in Fig. 3D. VLX600 (=CB21) induces LC3-II in HCT116 cells grown as monolayer culture (left 4 slots) but not in untransformed RPE1 cells (right 4 slots).

How the deposited data were processed for this re-analysis (not part of the article)

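Gene expression was measured in MCS of HCT116 and HCT116 HIF-1α-/- cells, without drug and after 6 h with 6 μM VLX600, on 1 Affymetrix Human Genome U133 Plus 2.0 array per condition. The authors normalized the array intensities with MAS5, whose version is not stated, and the deposited values are intensities (signals) on a linear scale, scaled so that the trimmed mean, with 2% left off at each end, was 500.1 units on every array. The table held 54675 probe sets and no filter; the median signal was 60.7, 56.2, 61.0 and 66.8 units for the HCT116 control, HCT116 with VLX600, the HCT116 HIF-1α-/- control and HCT116 HIF-1α-/- with VLX600. The number of arrays limits the precision, and log2 ratios stand without an error between cultures. The 3′ to 5′ ratios of GAPDH and ACTB are given with the results. The added poly-A control dap had signals of 3801, 4293, 4748 and 5758 units, and lys of 212, 252, 468 and 345 units, in the same order of arrays.

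Probe sets were assigned to genes with the platform annotation, which lists 41929 of them, 40218 with 1 gene and 1711 with several; the 1711 and the 12746 that it does not list were left out. Names were updated for 1960 probe sets from a RefSeq gene table, in which 99.87% of the gene identifiers were found; no coordinates were used, since the sources name no genome build. Another 6 Affymetrix control probe sets were left out, a choice made after the values were seen, and 40212 probe sets of 19036 genes remained. Signals under 100 units were set to 100. A gene was represented by its probe set with the highest mean signal and kept if over 300 units on at least 1 of the 4 arrays, which left 9274 genes, 5555 of them with 1 kept probe set and 68 with an array at the floor. The methods also required present calls, which were not used here.

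The log2 ratio of VLX600 to control was taken in each line, as were the difference between these ratios and the log2 ratio of the HCT116 HIF-1α-/- control to the HCT116 control. No test was made. Every condition had 1 array, which leaves no error for the difference between the lines. A drug effect paired by line was not tested either. Genes at least 2-fold higher or lower were counted. The technical error was the SD of log2 ratios among probe sets of the same gene, pooled over 3719 genes with 9384 probe sets, and a ratio was read as beyond it at 2 SD, which is 0.47 in HCT116 MCS, 0.62 in HCT116 HIF-1α-/- MCS, 0.67 between the controls and 0.76 for the difference. For 19 gene lists of 565 genes, 468 of them measured, fixed in advance from general knowledge, the median log2 ratio was placed among 10000 random lists of the same size matched on signal in 20 bins, with 2000 bootstrap draws for its SD. A running-sum enrichment score with weight 1 was divided by the mean of 1000 random lists with the same sign, and its SE came from a jackknife over list members, a choice made after the values were seen. The lists of interferon-induced genes and of NF-κB targets and chemokines were written after the genes with the largest ratios had been seen, and the comparisons of arrays across lines were added later.

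Named genes were chosen by a rule fixed in advance: the genes the paper names, of which 20 had a value; the 10 largest positive and negative log2 ratios with VLX600 in each line and the 10 largest differences between the lines in each direction, among genes over 100 units on the compared arrays whose probe sets all had the same sign; and the 4 members of each list with the largest log2 ratio, of either sign, in HCT116 MCS. This gave 130 genes, and others are said to be named after their values were seen.

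Alternatives to the filter, the floor, the scaling, the choice of probe sets, the fold threshold, the weight and ranking of the enrichment score, the hypoxia list and the random lists were run one at a time. The calculation was tested on simulated arrays made from the mean signal of the 4 arrays and the technical error of each line. Error that the probe sets of a gene share is not in that measure, so the unchanged genes called may be too few. At the 2-fold threshold it called 2.04%, 42.9%, 100.0% and 100.0% of the genes changed by 1.5, 2, 3 and 4-fold, and 1 unchanged gene, with the error of HCT116 MCS. With that of HCT116 HIF-1α-/- MCS it called 6.12%, 38.8%, 97.9% and 98.0%, and 11 unchanged genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The other microarray experiment of the paper, on monolayers and MCS without drug, and the raw array images were not used here.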

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

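The tests below were chosen after their results had been seen, except those of further probe sets, bright or dimmer, and of genes picked from the top of the ranking; the test of dimmer probe sets was added after the results of the others, and the limits that selected the results of this part were set after an initial look at the values.

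Hypoxia targets were higher with VLX600 in HCT116 MCS and not in HCT116 HIF-1α-/- MCS, a difference that was not tested. An exchange of the HCT116 HIF-1α-/- arrays is argued against by the mitosis genes, whose median log2 ratio of −0.85 has the direction seen in HCT116 MCS. Signals too low to show an increase are argued against by the 36 hypoxia targets over 300 units in the HCT116 HIF-1α-/- control, whose median was −0.067 there and 0.76 in HCT116 MCS. A weaker action of the drug as a whole is argued against by the quotient of the mitosis medians of HCT116 HIF-1α-/- over HCT116 MCS, which was 1.15. The loss of HIF-1α may explain the pattern, as a hypothesis, but any other difference between 1 culture of each line stays open and was not tested.

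Interferon-induced genes, with the antiviral genes IFIT2, OASL and USP18 among those named after their values were seen, were higher with VLX600 in HCT116 HIF-1α-/- MCS, at a median log2 ratio of 0.97 with 43 of 47 above 0, and not in HCT116 MCS, at 0.01. A choice of genes from the top of the ranking is argued against, since without the members seen there the median was 0.82. The genes were lower in the HCT116 HIF-1α-/- control than in the HCT116 control, with a median of −0.76 and 45 of 47 below 0, and with VLX600 they lay at −0.092 from the HCT116 control, which is consistent with a low level in the HCT116 HIF-1α-/- control alone. That value does not separate a low control culture or array from a lower level in cells without HIF-1α that VLX600 restores, and both stay open. Targets of NF-κB and chemokines, such as CXCL2 and CXCL3, were also higher in HCT116 HIF-1α-/- MCS, with a median of 1.04, or 0.61 with no filter on signal, but these lay at 1.75 above the HCT116 control. The list of NF-κB targets and chemokines was also written after the largest ratios had been seen. Its members seen there were not left out, so a choice of genes from the top of the ranking stays open for its median.

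More genes were at least 2-fold higher or lower with VLX600 in HCT116 HIF-1α-/- MCS, 449 in all, among them the vitamin D hydroxylase CYP24A1 and the insulin receptor substrate IRS1, than in HCT116 MCS, with 25 higher and 56 lower, or 131 higher and 111 lower against 17 higher and 30 lower with over 300 units on all 4 arrays; this difference was not tested. A HCT116 HIF-1α-/- control array apart from the other 3 is argued against, since it lay farther than the HCT116 HIF-1α-/- array with VLX600 from the mean of the HCT116 arrays for 42.5% of these genes (191 of 449). Noise of single probe sets is argued against for the 104 of these genes with a further probe set over 300 units, which had the same direction for 91.3% (95 of 104, and 20 of 21 in HCT116 MCS), but of the other 345 genes 91 had a dimmer further probe set, in the same direction for 87.9% (80 of 91), and for the rest noise stays open. A greater loss of 5′ RNA with the drug in HCT116 HIF-1α-/- MCS is not borne out by the fold of the 3′ to 5′ ratio in HCT116 HIF-1α-/- over that in HCT116 MCS, which was 0.896 for ACTB and 0.977 for GAPDH, but single quotients have no measured spread, for which the limit set for ACTB, which its value would have met, was lowered after the value was seen, so that it cannot be told apart. A broader response of cells without HIF-1α and variation between cultures stay open and were not tested.

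Some genes had log2 ratios beyond the technical error in opposite directions in HCT116 and HCT116 HIF-1α-/- MCS, differences that were not tested. Higher in HCT116 MCS and lower in HCT116 HIF-1α-/- MCS were the chemokine receptor CXCR4 (1.56 and −0.89), the glucose transporter SLC2A1 (0.77 and −0.90), the sterol regulator INSIG1 (0.64 and −0.91), the acid-sensing ion channel ASIC1 (0.81 and −1.18), the RNA-binding protein RBPMS2 (0.47 and −1.48), the glutamate ligase RIMKLA (1.37 and −0.77) and the transcription factor SOX12 (0.67 and −1.33). Lower in HCT116 MCS and higher in HCT116 HIF-1α-/- MCS were the chemokine CXCL8 (−0.52 and 2.58), the ADP-ribosyltransferase PARP10 (−0.63 and 2.13) and the cobalamin carrier TCN1 (−0.75 and 1.32). Averaged over all probe sets, CXCR4 was 0.99 and −0.28, and CXCL8 in HCT116 MCS was −0.25. The values of −0.28 and −0.25 are within the technical error. RBPMS2 only just met the limit in HCT116 MCS. PARP10 had 106 units in the HCT116^HIF-1α−/− control, close to the floor. Immediate early genes, such as FOS and the phosphatase DUSP1, which the paper does not report on, were higher in HCT116 MCS, with a median of 0.58 and 15 of 16 above 0, and in HCT116 HIF-1α-/- MCS, with 0.52 and 13 of 16. DNA replication genes, such as the primase PRIM1, were lower in HCT116 HIF-1α-/- MCS, with a median of −0.42 and 37 of 47 below 0. Between the controls, ATF4 targets such as the sestrin SESN2 were higher in HCT116 HIF-1α-/- MCS, with a median of 0.79 and 29 of 32 above 0, and so were the genes of cholesterol synthesis and uptake, with 0.80 and 16 of 18.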

How the results depend on the processing

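No test was made in this part, and no alternative was chosen after the results were seen, although the lists of interferon-induced genes and of NF-κB targets, counted among the list medians, were. The higher hypoxia targets and p53 targets and the lower mitosis genes in HCT116 MCS kept their direction under every alternative tried, and so did the p53 targets and mitosis genes in HCT116 HIF-1α-/- MCS. The difference of the hypoxia targets between the lines had the same sign throughout. Without replicates, changes were judged against the bootstrap SD of a median, the jackknife SE of a score, the technical SD of a gene or 1.5 times a count. Leaving out a replicate was not possible because each condition had 1 array, and an analysis of the drug effect paired by line was not run. Of 1012 list medians under the alternatives, 935 stayed within this limit, 75 moved beyond it and 2 turned from a called direction. Of 114 enrichment scores 86 stayed and 28 moved, and of 84 gene counts 61 stayed and 23 moved. Of 4063 values of named genes 4015 stayed, 48 moved and 0 turned from a called direction. Some of those that moved changed sign, such as SQSTM1 in HCT116 HIF-1α-/- MCS, from 0.43 to −0.30 without probe sets of suffix _s_at or _x_at. Of 38 percentiles 34 stayed on their side with unmatched random lists and 4 moved, to 96.66 for ATF4 targets, 97.01 for ER chaperones and 12.3 for the nuclear respiratory chain in HCT116 HIF-1α-/- MCS, and to 99.57 for the nuclear respiratory chain in HCT116 MCS. A median that turned was that of markers of other cell types in HCT116 MCS, to 0.015 with over 300 units in all 4 arrays. There 1 gene was left. The other was that of the metallothionein and zinc export genes between the controls, listed below as metallothioneins. It went to 0.26 without probe sets of suffix _s_at or _x_at, where only the zinc export gene SLC30A1 was left. The cause of the other changes was not tested. Between 57.2% and 59.5% of the probe sets had at most 100 units, where signal and background are not separated, so that genes of low expression give no ratio here or only a bound.

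With a signal minimum of 100 units, median log2 ratios were 0.29 (NRF2 targets) between the controls. With no signal filter, median log2 ratios were −0.005 (ATF4 targets), 0.060 (colon markers) and 0.00 (markers of other cell types) in HCT116 MCS, 0.29 (NRF2 targets), 0.28 (colon markers) and 0.00 (NF-κB targets) between the controls, 0.00 (colon markers), 0.84 (interferon-induced genes) and 0.61 (NF-κB targets) in HCT116 HIF-1α-/- MCS and 0.00 (markers of other cell types) and −0.94 (interferon-induced genes) for the difference between the lines. With over 300 units required in 1 of the 2 arrays compared, median log2 ratios were −0.20 (markers of other cell types) and −0.94 (interferon-induced genes) for the difference between the lines. With over 300 units required in all 4 arrays, median log2 ratios were 0.015 (markers of other cell types) in HCT116 MCS, −0.44 (markers of other cell types) and 0.84 (interferon-induced genes) in HCT116 HIF-1α-/- MCS, 0.70 (markers of other cell types) between the controls and 0.45 (markers of other cell types) and −0.90 (interferon-induced genes) for the difference between the lines. With a mean over 300 units required, median log2 ratios were −0.94 (interferon-induced genes) for the difference between the lines. With quantile normalization, median log2 ratios were 0.69 (hypoxia targets), 0.12 (glycolysis enzymes), 0.027 (ER chaperones), 0.020 (nuclear respiratory chain) and −0.18 (metallothioneins) in HCT116 MCS, 0.10 (nuclear respiratory chain) for the difference between the lines and 0.00 (mitochondrial respiratory chain) in HCT116 HIF-1α-/- MCS. With the mean of all kept probe sets of a gene, median log2 ratios were −0.24 (mitosis) and 0.47 (ER chaperones) between the controls, −0.018 (DNA replication), 0.00 (ATF4 targets), 0.013 (ER chaperones) and 0.057 (autophagy) in HCT116 MCS, 0.37 (DNA replication), 0.15 (nuclear respiratory chain) and 0.26 (cholesterol) for the difference between the lines and 0.049 (metallothioneins) in HCT116 HIF-1α-/- MCS. Without probe sets of suffix _s_at or _x_at, median log2 ratios were 0.84 (hypoxia targets), 0.51 (glycolysis enzymes), 0.014 (ATF4 targets), 0.043 (nuclear respiratory chain), 0.10 (iron homeostasis), −0.32 (heat shock), −0.53 (metallothioneins), 0.35 (colon markers) and −0.22 (NF-κB targets) in HCT116 MCS, 0.97 (hypoxia targets), 0.33 (glycolysis enzymes), 0.15 (nuclear respiratory chain), −0.61 (heat shock) and 0.63 (colon markers) for the difference between the lines, −0.36 (glycolysis enzymes), −1.01 (glucose transport), −0.28 (mitosis), 0.71 (ATF4 targets), 0.43 (ER chaperones), −0.055 (nuclear respiratory chain), −0.23 (iron homeostasis) and 0.26 (metallothioneins) between the controls and 0.10 (ER chaperones), 0.001 (autophagy), −0.006 (mitochondrial respiratory chain), 0.14 (iron homeostasis), 0.31 (NRF2 targets), −0.35 (colon markers) and 0.49 (markers of other cell types) in HCT116 HIF-1α-/- MCS. With every probe set counted on its own, median log2 ratios were 0.44 (p53 targets) in HCT116 HIF-1α-/- MCS, 0.009 (p53 targets), −0.25 (mitosis) and 0.45 (ER chaperones) between the controls, 0.021 (DNA replication) in HCT116 MCS and 0.050 (iron homeostasis), 0.28 (cholesterol) and −0.098 (immediate early genes) for the difference between the lines. With the glycolysis lists joined to the hypoxia list, median log2 ratios were 0.63 (hypoxia targets) in HCT116 MCS and 0.50 (hypoxia targets) for the difference between the lines.

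With a signal minimum of 100 units, normalized scores were −3.01 (mitosis) in HCT116 MCS. With no signal filter, normalized scores were 2.35 (hypoxia targets), 1.96 (p53 targets) and −2.29 (mitosis) in HCT116 MCS and 1.51 (p53 targets) and −2.34 (mitosis) in HCT116 HIF-1α-/- MCS. With a mean over 300 units required, normalized scores were −3.30 (mitosis) in HCT116 MCS. With ratios centred on the median, normalized scores were −3.27 (mitosis) in HCT116 MCS. With quantile normalization, normalized scores were 3.05 (hypoxia targets) and −3.35 (mitosis) in HCT116 MCS. Without probe sets of suffix _s_at or _x_at, normalized scores were 2.98 (hypoxia targets) and −2.96 (mitosis) in HCT116 MCS and −3.03 (mitosis) in HCT116 HIF-1α-/- MCS. With every probe set counted on its own, normalized scores were 3.51 (hypoxia targets), 2.73 (p53 targets) and −3.38 (mitosis) in HCT116 MCS and 2.23 (p53 targets) and −3.40 (mitosis) in HCT116 HIF-1α-/- MCS. With the glycolysis lists joined to the hypoxia list, normalized scores were 3.30 (hypoxia targets) in HCT116 MCS. With ranks only (weight 0), normalized scores were 6.13 (hypoxia targets), 2.25 (glycolysis enzymes), 4.13 (p53 targets) and −7.00 (mitosis) in HCT116 MCS and 3.05 (p53 targets) and −6.58 (mitosis) in HCT116 HIF-1α-/- MCS. With ranking by the linear ratio, normalized scores were 2.90 (hypoxia targets) and −3.46 (mitosis) in HCT116 MCS and −3.49 (mitosis) in HCT116 HIF-1α-/- MCS. With over 300 units required in all 4 arrays, gene counts were 30 lower in HCT116 MCS, 131 higher and 111 lower in HCT116 HIF-1α-/- MCS and 177 higher and 136 lower between the controls. With every probe set counted on its own, gene counts were 65 higher and 104 lower in HCT116 MCS, 387 higher and 350 lower in HCT116 HIF-1α-/- MCS and 553 higher and 416 lower between the controls. At a threshold of 1.5-fold, gene counts were 249 higher and 302 lower in HCT116 MCS, 848 higher and 929 lower in HCT116 HIF-1α-/- MCS and 1125 higher and 829 lower between the controls. At a threshold of 3-fold, gene counts were 1 higher and 12 lower in HCT116 MCS, 38 higher and 29 lower in HCT116 HIF-1α-/- MCS and 83 higher and 48 lower between the controls.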

Differences from the paper's values

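The values set against the paper's are normalized enrichment scores, no alternative named here was chosen after the values were seen, and the paper's values were read by eye from Fig. 2a. The paper's text does not name the members of its gene sets, and its scores covered probes over 300 units with present calls. The setting with no filter on signal is thus unlike the paper's. The error is a jackknife SE over the list members used here, which covers neither a difference in gene sets nor the reading by eye. A value within or outside this error therefore does not decide whether the paper's scores were reproduced.

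For the hypoxia targets in HCT116 MCS the paper's value is about 2.8 in Fig. 2a, read by eye, and the value here is 3.18 (jackknife SE 0.08). None of the alternatives set before the data were examined fell within that error; the closest was 2.90 with ranking by the linear ratio. For the p53 targets in HCT116 MCS the paper's value is about 2.0 in Fig. 2a, read by eye, against 2.59 here (SE 0.14). It was 1.96 with no filter on signal, within the error, and outside it under the other alternatives. For the mitosis genes in HCT116 MCS the paper's value is about −2.4 in Fig. 2a, read by eye, against −3.19 here (SE 0.07). No alternative fell within the error, and the closest was −2.29 with no filter on signal.

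In HCT116 HIF-1α-/- MCS the paper's value for the p53 targets is about 1.5 in Fig. 2a, read by eye, against 1.88 here (SE 0.29). It was within the error with no filter on signal (1.51), without probe sets that bind several transcripts by their suffix (1.7) and with ranking by the linear ratio (1.76), and outside it under the other alternatives. For the mitosis genes in HCT116 HIF-1α-/- MCS the paper's value is about −2.4 in Fig. 2a, read by eye, against −3.14 here (SE 0.09). It was −2.34 with no filter on signal, within the error, and outside it under the other alternatives.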

Other observations

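No test was made in this part, and the comparison of both arrays with VLX600 was added after the results had been seen. Genes of iron uptake, autophagy, respiration, protein folding and oxidative stress, which the paper examines by other methods or does not examine, had smaller median changes with VLX600 than the hypoxia and mitosis genes in HCT116 MCS, and than the mitosis genes in HCT116 HIF-1α-/- MCS. TFRC, which encodes the transferrin receptor, had a log2 ratio of 0.71 in HCT116 MCS and 0.64 in HCT116 HIF-1α-/- MCS, although the 15 genes of iron homeostasis had medians of 0.01 and −0.10, the latter 0.14 without probe sets of suffix _s_at or _x_at. MAP1LC3B, which encodes the autophagosome protein LC3B, had 0.51 and 0.43, the latter 0.79 with the mean of all kept probe sets. The 34 genes of autophagy and lysosomes had medians of 0.10 and 0.09, or 0.057 in HCT116 MCS with the mean of all kept probe sets and 0.001 in HCT116 HIF-1α-/- MCS without probe sets of those suffixes. SQSTM1, the gene of the autophagy receptor p62, had −0.06 and 0.43, and the latter was −0.30 without probe sets of suffix _s_at or _x_at. The 67 nuclear genes of the respiratory chain had medians of 0.08, or 0.020 with quantile normalization, and −0.10, with the higher ratio in HCT116 MCS for 61 of them, and the 7 mitochondrial genes had 0.01 and 0.13; the value in HCT116 MCS turned to −0.093 with quantile normalization, and that in HCT116 HIF-1α-/- MCS to −0.006 without probe sets of those suffixes. COX1, which encodes a mitochondrial subunit of cytochrome c oxidase, had −0.01 and 0.07.

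HSPA5, the gene of the chaperone BiP, had a log2 ratio of 0.08 in HCT116 MCS and 0.04 in HCT116 HIF-1α-/- MCS, and the 21 ER chaperone genes had medians of 0.08 and 0.19, or 0.013 in HCT116 MCS with the mean of all kept probe sets and 0.10 in HCT116 HIF-1α-/- MCS without probe sets of suffix _s_at or _x_at. The 32 targets of ATF4 had medians of −0.06 and 0.14, although the transcription factor ATF3 had 0.79 and 0.70, or 0.03 and 0.29 without probe sets of suffix _s_at or _x_at. The 9 heat shock genes had medians of −0.01 and 0.14, and the 11 NRF2 targets, with HMOX1 at −0.61 in both lines, had −0.21 and −0.19. Without probe sets of suffix _s_at or _x_at, the median of the NRF2 targets in HCT116 HIF-1α-/- MCS turned to 0.31 and that of the ATF4 targets in HCT116 MCS to 0.014, and that of the heat shock genes in HCT116 MCS was −0.32. The 7 metallothionein and zinc export genes had −0.05, or −0.53 without probe sets of those suffixes, where 1 gene was left, and −0.18, or 0.049 with the mean of all kept probe sets, and the 18 genes of cholesterol synthesis and uptake 0.04 and −0.30. The cell cycle inhibitor CDKN1B had 0.44 and −0.46. MTOR, the gene of the growth kinase, had −0.45 and −0.47. HIF1A itself had −0.86 in HCT116 MCS and 0.61 in HCT116 HIF-1α-/- MCS. The 8 colon epithelial markers had medians of 0.23 and −0.15, or 0.060 and 0.00 with no filter on signal and 0.35 and −0.35 without probe sets of suffix _s_at or _x_at. Of 18 markers of fibroblasts, endothelium and leukocytes, 4 were over the signal limit, with medians of −0.59 and −0.17. In HCT116 MCS this was 0.015 with over 300 units required on all 4 arrays, where 1 gene was left, and 0.00 with no filter on signal, and in HCT116 HIF-1α-/- MCS it was 0.49 without probe sets of suffix _s_at or _x_at, where again 1 gene was left; HBB, at or under the floor on 1 array, is among the 4.

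Without drug, CASP4, which encodes an inflammatory caspase, was lower in HCT116 HIF-1α-/- than in HCT116 MCS, with a log2 ratio of −2.61, and the dehydrogenase gene DHRS2 was higher, with 3.10. The hypoxia targets on both arrays with VLX600 had a median log2 ratio of HCT116 HIF-1α-/- over HCT116 MCS of −1.39. Between the controls, the medians were −0.35 for mitosis, −0.35 for DNA replication, 0.17 for p53 targets and 0.53 for ER chaperones. They were 0.48 for NRF2 targets and 0.62 for colon markers, or 0.29 and 0.28 with no filter on signal. The median was −0.41 for the metallothionein and zinc export genes. Without probe sets of suffix _s_at or _x_at, only the zinc export gene SLC30A1 was left there, at 0.26. The mitosis median was −0.24 with the mean of all kept probe sets, and that of the p53 targets 0.01 with every probe set counted on its own. Across genes, which are not independent replicates, the log2 ratios in the lines had a Pearson r of 0.173.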
